# Modelling idiopathic intracranial hypertension in rats: contributions of high fat diet and testosterone to intracranial pressure and cerebrospinal fluid production

**DOI:** 10.1186/s12987-023-00436-1

**Published:** 2023-06-16

**Authors:** Jonathan H. Wardman, Mette N. Jensen, Søren N. Andreassen, Bjarne Styrishave, Jens E. Wilhjelm, Alexandra J. Sinclair, Nanna MacAulay

**Keywords:** Idiopathic intracranial hypertension, Choroid plexus, IIH, Cerebrospinal fluid, NKCC1, Testosterone, Androgens, Intracranial pressure

## Abstract

**Background:**

Idiopathic intracranial hypertension (IIH) is a condition characterized by increased intracranial pressure (ICP), impaired vision, and headache. Most cases of IIH occur in obese women of childbearing age, though age, BMI, and female sex do not encompass all aspects of IIH pathophysiology. Systemic metabolic dysregulation has been identified in IIH with a profile of androgen excess. However, the mechanistic coupling between obesity/hormonal perturbations and cerebrospinal fluid dynamics remains unresolved**.**

**Methods:**

Female Wistar rats were either fed a high fat diet (HFD) for 21 weeks or exposed to adjuvant testosterone treatment for 28 days to recapitulate IIH causal drivers. Cerebrospinal fluid (CSF) and blood testosterone levels were determined with mass spectrometry, ICP and CSF dynamics with in vivo experimentation, and the choroid plexus function revealed with transcriptomics and ex vivo isotope-based flux assays.

**Results:**

HFD-fed rats presented with increased ICP (65%), which was accompanied by increased CSF outflow resistance (50%) without altered CSF secretion rate or choroid plexus gene expression. Chronic adjuvant testosterone treatment of lean rats caused elevated ICP (55%) and CSF secretion rate (85%), in association with increased activity of the choroid plexus Na^+^,K^+^,2Cl^−^ cotransporter, NKCC1.

**Conclusions:**

HFD-induced ICP elevation in experimental rats occurred with decreased CSF drainage capacity. Adjuvant testosterone, mimicking the androgen excess observed in female IIH patients, elevated the CSF secretion rate and thus ICP. Obesity-induced androgen dysregulation may thus contribute to the disease mechanism of IIH.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-023-00436-1.

## Introduction

Idiopathic intracranial hypertension (IIH) is characterized by an unexplained increase in intracranial pressure (ICP) resulting in life-altering symptoms. These include severe, persistent headache and optic nerve swelling (papilloedema) that can lead to permanent visual loss and cognitive impairment [1–6]. Obese women of childbearing age make up approximately 90% of all IIH cases, though IIH can rarely afflict males, diverse ages, and body-types [5–8]. Increased global rates of obesity have led to increased IIH incidence (by greater than 350% in the last decade) [7, 9–11]. Visual impairments have improved due to increased awareness and earlier intervention [11–13], but severe headache and cognitive dysfunction continue to threaten those suffering from IIH, which can lead to long-term disability [3, 14, 15]. Pharmacological interventions for IIH are currently limited to unlicensed used of diuretic drugs such as acetazolamide and topiramate [6], which are comprised by side-effects and low adherence [2]. Severe IIH, with rapidly progressive visual loss, remains treatable only via surgical procedures such as ventriculo-peritoneal shunting, which is associated with marked complications [2]. Weight loss via dietary restriction or bariatric surgery has proven effective for reducing ICP and inducing remission in IIH [16, 17]. This apparent link between weight loss and symptom alleviation indicates a connection, currently unresolved, between obesity and the etiology of IIH [17].

The elevated ICP in IIH has been attributed to multiple factors, including increased venous pressure [18, 19], aspects of CSF dynamics such as elevated brain fluid content [20–22] due to inefficient CSF clearance [23–26], increased CSF production rate [23, 27], or venous sinus stenosis [28, 29], as well as reduced compliance of brain tissue and vasculature due to fibrogenesis and deterioration of the basement membrane, among others[30–34]. Some of these suggested etiologies have, however, been contested [35–37]. Despite a clear link between female sex, obesity, and age and the symptoms of IIH, IIH only affects up to 15.2/100,000 patients fitting these criteria [7], and IIH is not endemic in the obese female population, suggesting the presence of other factors leading to emergent IIH. A range of factors of putative importance for disease etiology has been detected in IIH patients [38–40]. Most notably, analysis of IIH steroid hormone profiles revealed a unique phenotype of serum and CSF androgen excess, distinct from that driven by obesity alone [39, 41]. The interplay between adiposity and androgen excess, both features of systemic metabolic dysregulation, and ICP elevation is not understood.

Pathological alterations in ICP can be attributed to disturbed CSF dynamics; the balance between CSF production, circulation, and drainage [42, 43]. CSF produced primarily by the choroid plexus disperses into brain compartments including the ventricles and the subarachnoid space prior to exiting via lymphatic and/or perineural pathways or the arachnoid granulations [42, 44]. Hence, increased CSF production or reduced CSF drainage may disturb normal brain fluid content or distribution and thus modulate the ICP [45–48]. Recent studies have revealed the importance for CSF secretion of various choroid plexus transport mechanisms, the Na^+^/K^+^-ATPase and the Na^+^/K^+^/2Cl^−^ cotransporter (NKCC1)[42, 49, 50], the activity of which could have a role in ICP pathologies, including IIH.

Obesity and androgen profiles are not readily manipulated in humans in order to determine their individual impact on ICP, brain fluid dynamics, and choroid plexus function. We therefore aimed to resolve the role of obesity and androgen excess on CSF dynamics in an animal model. Previous studies have focused on obesity as the major factor to recapitulate in an animal model of IIH, using obesogenic diets [51–53]. Similarly, we employed a high fat diet (HFD)-fed rat model mimicking aspects of IIH [51, 53] and a complementary rat model of elevated testosterone for determination of the ensuing brain fluid dynamics to elucidate their potential contribution to the ICP elevation that defines IIH.

## Methods

### Experimental animals

Animal handling and experiments were performed according to European guidelines and complied with all ethical regulations. It was approved by the Danish Animal Experiments Inspectorate with permission no. 2018-15-0201-01515. Female Wistar rats (Janvier Labs), aged 6 weeks, were divided into two groups of equal starting weight (HFD = 171 ± 10 g, n = 17, control = 173 ± 9, n = 14, p = 0.98) and were fed either a high fat diet (HFD, 60% Kcal from fat, Research Diets: D12492i) or a nutrient source-matched control diet (10% Kcal from fat, Research Diets: D12450ji) for 21 weeks. Diet and water were provided ad libitum and the rat weight recorded on a weekly basis. Experimental animals were chosen based upon weight, selecting control diet-fed rats weighing below a 305 g threshold and HFD-fed rats above a 335 g threshold, providing an 18% average weight difference between groups, similarly to weight differences and thresholds obtained in a previous study [53]. For testosterone experiments, female Wistar rats (Janvier Labs) were used at nine weeks of age, with either 2 weekly subcutaneous injections starting 4 weeks prior with 1 mg testosterone propionate in 100 µl sesame oil (86,541, Sigma-Aldrich) [54] or 100 µl sesame oil (S3547, Sigma-Aldrich, vehicle control). Testosterone administration was calculated to obtain supraphysiological testosterone levels comparable to those observed in female IIH patients [39, 54].

### Solutions

The majority of the experiments were conducted in CO_2_/HCO_3_^−^-buffered artificial cerebrospinal fluid (HCO_3_^−^-aCSF; (in mM) 120 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.3 MgSO_4_, 1 NaH_2_PO_4_, 10 glucose, 25 NaHCO_3_, equilibrated with 95% O_2_/5% CO_2_ to obtain a pH of 7.4). In experiments where the solution could not be equilibrated with 95% O_2_/5% CO_2,_ as in isotope influx and efflux experiments, aCSF was instead buffered by HEPES (HEPES-aCSF; (in mM) 120 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.3 MgSO_4_, 1 NaH_2_PO_4_, 10 glucose, 17 Na-HEPES, adjusted to pH 7.4 with NaOH).

### Anesthesia and ventilation

Anesthesia was implemented via intraperitoneal (i.p.) injection of 6 mg/ml xylazine + 60 mg/ml ketamine (ScanVet) in sterile water (0.17 ml/100 g bodyweight, pre-heated to 37 °C). Animals were re-administered half ketamine dose as required to sustain anesthesia. One rat was excluded because it was unresponsive to initial anesthesia administration. The body temperature was maintained at 37 °C by a homeothermic monitoring system with heat pad (Harvard Apparatus). Mechanical ventilation was employed for all anesthetic protocols lasting more than 30 min, to ensure stable respiratory partial pressure of carbon dioxide (pCO_2_) and oxygen (pO_2_) and arterial oxygen saturation and thus stable plasma pH and electrolyte content. Surgical tracheotomy was carried out for mechanical ventilation, which was controlled by the VentElite system (Harvard Apparatus) by 0.9 l/min humidified air mixed with 0.1 l/min oxygen adjusted with approximately 2.6 ml per breath, 80 breath/min, a Positive End-Expiratory Pressure (PEEP) at 2 cm, and 10% sight for a ~ 350 g rat. Ventilation settings were optimized for each animal using a capnograph (Type 340, Harvard Apparatus) and a pulse oximeter (MouseOx® Plus, Starr Life Sciences) after system calibration with respiratory pCO_2_ (4.5–5.0 kPa) and pO_2_ (13.3–17.3 kPa) and arterial oxygen saturation (98.8–99.4%) (ABL90, Radiometer).

### ICP measurements

Anesthetized and ventilated rats, placed in a stereotactic frame, had the skull exposed, and a 3.6 mm diameter cranial window drilled with care not to damage the dura. The epidural probe (PlasticsOne, C313G) was secured with dental resin cement (Panavia SA Cement, Kuraray Noritake Dental Inc.) above the dura and the ICP probe was filled with HEPES-aCSF before connection to a pressure transducer APT300 connected to a transducer amplifier module TAM-A (Hugo Sachs Elektronik) followed by a multifunction data acquisition module DT9836-12-2-BNC (Data Translation). To ensure the presence of a continuous fluid column between the dura and the epidural probe, approximately 5 µl HEPES-aCSF was injected through the epidural probe. The ICP signal was recorded at a 1 kHz sampling rate using BDAS Basic Data Acquisition Software (Hugo Sachs Elektronik). Jugular compression was applied to confirm proper ICP recording. After at least 20 min of ICP recording, the resistance to CSF drainage assay was performed by infusing aCSF into the lateral ventricle alzet for intervals of 10 min at 5, 10, 15, and 20 µl/min, with a one minute pause between each rate increase. Resistance to drainage (*R*_*out*_) was calculated using the following equation (derived from [55]).

$${R}_{out}=\frac{{ICP}_{f}-{ICP}_{i}}{I}$$

where *ICP*_*f*_ = stable ICP after 10 min of infusion at a given rate in mmHg, *ICP*_*i*_ = initial, stable baseline ICP in mmHg, and *I* = infusion rate in µl/min. *R*_*out*_ for each rate of infusion was calculated and averaged across all infusion rates for each rat to determine resistance to CSF drainage.

### ICP waveform analysis

The raw ICP data stored as semicolon-separated values in normal text files by the BDAS software were read into MATLAB (MathWorks), and possible spikes and non-physiological data points removed. This was followed by low-pass filtering (anti-aliasing) and downsampling to 100 Hz. These signals were of length about 300 s to 900 s and contained approximately 1.3 Hz frequency components from the artificial ventilation, the heart rate as well as other minor interferences. Since the heart rate was in the region 2.5 to 5 Hz, the signal was spectrally bandpass filtered between 1.6 Hz and 5.5 Hz with a Tukey window. The instantaneous peak-to-peak amplitude was finally extracted from the filtered time signals and employed to obtain the mean wave amplitude.

### Brain water quantification

For brain water determination, rats were decapitated under anesthesia. The brain was rapidly dissected into a pre-weighed porcelain evaporating beaker (Witeg) and weighed within 1 min after brain isolation**.** The brain was then homogenized with a spatula (to increase surface area) and left at 100 °C for approximately 90 h to dry. After drying, the brain was weighed again and the difference in the two measurements corresponded to the brain water (in g) and was employed to obtain the water percentage.

### Ventriculo-cisternal perfusion

Rats were anesthetized, ventilated, and an infusion cannula (Brain infusion kit 2, Alzet) was stereotactically placed in the right lateral ventricle. A 0.5 mm (diameter) burr hole was drilled (1.3 mm posterior, 1.8 mm lateral to bregma), and a 4 mm (length) brain infusion cannula (Brain infusion kit2, Alzet) was glued in place on the cranium with the cannula placed into the lateral ventricle, through which a pre-heated (37 °C, SF-28, Warner Instruments) HCO_3_^−^-aCSF containing 1 mg/ml TRITC-dextran (tetramethylrhodamine isothiocyanate-dextran, MW = 150000; T1287, Sigma) was infused at 9 µl/min. CSF was sampled from cisterna magna at 5 min intervals with a glass capillary (30–0067, Harvard Apparatus pulled by a Brown Micropipette puller, Model P-97, Sutter Instruments) placed at a 5° angle (7.5 mm distal to the occipital bone and 1.5 mm lateral to the muscle-midline). The cisterna magna puncture and continuous fluid sampling prevents elevation of ICP during the procedure. The fluorescent content of CSF outflow was measured in triplicate on a microplate photometer (545 nm, SyneryTM Neo2 Multi-mode Microplate Reader; BioTek Instruments), and the CSF secretion rate was calculated from the equation [56]:

$$Vp=ri\times \frac{Ci-Co}{Co}$$

where *V*_*p*_ = CSF secretion rate (µl/min), *r*_*i*_ = infusion rate (µl/min), *C*_*i*_ = fluorescence of inflow solution, *C*_*o*_ = fluorescence of outflow solution.

### Live imaging of CSF movement

Rats were anesthetized, placed in a stereotactic frame and through a burr hole in the lateral ventricle (same coordinates as for ICP and ventriculo-cisternal perfusion) a Hamilton syringe (RN 0.40, G27, a20, Agntho’s) was placed (4 mm deep) with 15 μl HCO_3_^−^-aCSF with 10 μM carboxylate dye (MW = 1,091, IRDye 800 CW, P/N 929-08972, LI-COR Biosciences). For the acute testosterone treatment, an additional Hamilton syringe containing 15 μl HCO_3_^−^-aCSF with 2.5 μM testosterone (or 0.0025% DMSO as vehicle control) was injected into the ventricle five minutes prior the dye injection. The rat was swiftly placed in a Pearl Trilogy Small Animal Imaging System (LI-COR Biosciences) and within 1 min after ventricular dye injection, images were obtained at 30 s intervals (800 nm channel, 85 μm resolution, for 5 min). A white field image was acquired at the termination of each experiment, after which the rat was sacrificed. The isolated brain was then bisected to expose the ventricles to record a final micrograph ensuring proper targeting of the ventricular compartment. Images were analyzed in a blinded fashion using LI-COR Image Studio 5.2 (LI-COR Biosciences) and data presented as fluorescence intensity in a region of interest placed in line with lambda, normalized to the signal obtained in the first image, in arbitrary units (a.u.). This assay has been verified against the gold standard ventriculo-cisternal perfusion assay in a several publications, where inclusion of inhibitors yielded similar results with the two assays [46, 49, 57].

### Androgen quantification in CSF and plasma

Rats were anesthetized, placed in a stereotactic frame and CSF was extracted through a cisterna magna puncture and immediately centrifuged to pellet cell debris (2000 ×*g*, 10 min, 4 °C) prior to storage of the ~ 100 µl supernatant at − 80 °C in sealed microcentrifuge tubes. Immediately after euthanization of each rat, a blood sample was collected into heparin-coated Eppendorf tubes and centrifuged (7500 ×*g*, 5 min, 4 °C). The ~ 400 µl plasma was transferred to new vials and stored at − 80 °C until analysis. The steroid extraction was performed as earlier described for plasma [58] with a further modification of the CSF analysis to encompass a different size of solid-phase extraction columns (100 mg Bond elute C_18_ solid-phase extraction cartridges; 1 ml; Agilent) and therefore corresponding volume changes for conditioning (1 ml MeOH followed by 2 × 1 ml dH_2_O), washing (2 × 1 ml dH_2_O followed by 1 ml H_2_O:MeOH (3:1)) and elution (1 ml H_2_O:MeOH (1:4)). The liquid chromatography online clean-up, chromatographic separation of androgens, and mass spectrometry data analysis were done as earlier described [58].

### RNA sequencing

Choroid plexus (lateral and 4th) was isolated and stored in RNAlater^®^ (Sigma) at − 80 °C prior to RNA extraction and library preparation with NEB Next^®^ Ultra^™^ RNA Library Prep Kit (NEB) by Novogene. RNA sequencing (paired-end 150 bp, with 12 Gb output) was performed on an Illumina NovaSeq 6000 (Illumina). All program parameter settings for library building and mapping, together with all scripts for the gene annotation and analysis are available at https://github.com/Sorennorge/-MacAulayLab-RNAseq3-Wistar. Raw data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE223582). The sequencing data of 150 base paired-end reads were mapped to reference genome (Rattus norvegicus Rnor_6.0 v.104) using Spliced Transcripts Alignment to a Reference (STAR) RNA-seq aligner (v. 2.7.9a) [59]. The mapped alignment by STAR was both converted to raw counts from STAR GeneCounts and normalized to TPM with RSEM (RNA-Seq by Expectation Maximization v. 1.3.3) [60]. The raw counts from STAR GeneCount were used for differential expression analysis using R library and program DEseq2 [61]. Differentially expressed genes were determined based on standard procedure of DEseq2 analysis with false discovery rate (FDR, Benjamini–Hochberg method) [62] of less than 0.05 [63]. The Volcano plot was created using R library ggplot2 [64], the subplot for the pie chart was created using python library matplotlib, and the subplot for Heatmap was generated using R library pheatmap [65]. The Gene Ontology (GO) enrichment analysis was generated utilizing the Panther database [66] with the gene symbols from the differentially expressed genes from DEseq2 to classify the protein class of each gene and the pie chart of the GO enrichment analysis created using python library matplotlib. The network analysis was generated from differentially expressed genes from DEseq2 using the gene symbols as protein database query from String-database (https://string-db.org/) [67] and only including connections with a string confidence score above 0.7 as a plugin for Cytoscape (v. 3.9.1) [68].

### ^86^Rb^+^ influx and efflux

Lateral choroid plexus was isolated from control and testosterone-treated rat brains and placed in 37 °C HEPES-aCSF for a 5–10 min recovery period followed by 2 min (influx) or 8 min (efflux, with inclusion of bumetanide (20 µM) or vehicle) of incubation in an isotope solution containing rubidium (^86^Rb^+^) (1 µCi/ml, 022-105721-00321-0001, POLATOM) and ^3^H-mannitol (4 µCi/ml, NET101, Perkin Elmer). ^86^Rb^+^ acts as a K^+^ congener, and can be transported by the Na^+^, K^+^, 2Cl^−^ cotransporter, NKCC1, and the Na^+^/K^+^-ATPase, amongst others, in place of K^+^, whereas ^3^H-mannitol remains outside, serving as an extracellular marker [69]. The ^86^Rb^+^ transport rate is independent of whether the aCSF is buffered by HCO_3_^−^ or HEPES [47] and the experiments thus conducted in HEPES-buffered aCSF to avoid the required equilibration of the HCO_3_^−^-buffered aCSF, which may induce spraying of isotopes. For efflux assays, choroid plexuses were, in a paired fashion, randomly assigned to either control or bumetanide group (20 µM, Sigma, B3023, stock solution prepared in DMSO (Sigma D8418) prior to dilution in HEPES-aCSF to a final DMSO concentration of 0.1% as also employed as vehicle). For influx assays, choroid plexuses were, in a paired fashion, randomly assigned to either control or ouabain group (2 mM, Sigma, O3125, dissolved directly into HEPES-aCSF on the day of experiment). The acute exposure to testosterone consisted of a one hour preincubation of the choroid plexus in 37 °C HEPES-aCSF containing 100 nM testosterone (dissolved in ethanol prior to dilution in HEPES-aCSF to a final vehicle concentration of 0.04% ethanol, which was employed in the control group) prior to initiation of the flux assay. In influx assays, choroid plexus was subsequently rinsed in ice-cold isotope-free HEPES-aCSF containing 2 mM ouabain, 20 µM bumetanide, and 1 mM BaCl_2_ (to prevent efflux of intracellular [^86^Rb^+^] during the washing procedure), followed by transfer to scintillation vials containing 100 µl Solvable (6NE9100, Perkin Elmer) to dissolve the choroid plexus. For efflux, the choroid plexus was swiftly rinsed in 37 °C isotope-free HEPES-aCSF, then transferred into new wells containing 37 °C isotope-free HEPES-aCSF with or without 20 µM bumetanide, at 10 s intervals. For each time point, 200 µl of the surrounding HEPES-aCSF was collected into a scintillation vial. At the end of the experiment, the choroid plexus was placed into a scintillation vial containing 200 µl Solvable to dissolve the choroid plexus. Isotope content was determined in 2 ml Ultima Gold^™^ XR scintillation liquid (6013119, Perkin Elmer) using the Tri-Carb 2900TR Liquid Scintillation Analyzer (Packard). The ^86^Rb^+^ activity was corrected for extracellular background using ^3^H-mannitol [57, 69]. Efflux data are shown as the natural logarithm of the ^86^Rb^+^ activity at each time point (A_T_) normalized to the initial ^86^Rb^+^ activity (A_0_) as a function of time. The slope from linear regression analysis was used to determine the ^86^Rb^+^ efflux rate constant [57, 69].

### Statistical analysis

Data analysis and statistical tests were carried out using Graphpad Prism version 9 (GraphPad software). All data were tested for normality of distribution using Shapiro–Wilk test prior to statistical analysis with Student's unpaired t-test, one-way ANOVA with Sidaks multiple comparisons test, and simple linear regression, as stated in figure legends. Data are displayed as the mean and standard error of the mean (SEM) with a p-value < 0.05 employed to define statistical significance. Outliers were determined with Grubbs’ test, when indicated in figure legend.

## Results

### HFD causes elevated ICP in rodents

Obesity in humans is commonly attributed to myriad factors including genetic predisposition, macro- and micro-environmental factors, and lack of physical activity, but the primary recognized feature is consumption of energy rich diet [70]. In order to recapitulate this primary condition in a rodent model, female Wistar rats, aged 6 weeks, were divided into two groups, high fat diet-fed (HFD) and control, and were respectively fed either a HFD (60% Kcal from fat) or a nutrient source-matched control diet (10% Kcal from fat) for 21 weeks. HFD-fed rats gained weight at an accelerated rate (Fig. 1A) and were visibly larger (Fig. 1B) and approximately 21% heavier than their control counterparts on the day of experimentation (HFD: 358 ± 4 g, n = 22 vs control: 296 ± 3 g, n = 19, p < 0.001, Fig. 1C), with elevated BMI (HFD: 0.77 ± 0.01 g/cm^2^, n = 22 vs control: 0.66 ± 0.01 g/cm^2^ n = 19, p < 0.001, Fig. 1D). To determine if the HFD rats displayed the elevated ICP characteristic of the IIH patients, the ICP was measured with an epidural pressure probe in the anesthetized rats (Fig. 1E). The ICP was ~ 65% elevated in the HFD-fed rats compared to the control rats (HFD: 5.6 ± 1.2 mmHg, n = 8 vs control: 3.4 ± 1.3 mmHg, n = 8, p < 0.05, Fig. 1F), with the ICP displaying correlation to the body mass across the two groups of experimental rats (n = 16, R^2^ = 0.34, p < 0.05, Fig. 1G). These data demonstrate that dietary-induced body mass elevation can cause the ICP elevation in rodents that is a hallmark feature of IIH in patients. IIH patients display altered pulsatile ICP as evidenced in abnormal ICP mean wave amplitude, possibly arising from IIH-related changes in the neurovasculature of these patients [47]. To determine if such ICP pattern disturbances were present in the HFD-fed rats, ICP waveform analysis quantified the amplitude change of the cardiac waveform (Fig. 1H), revealing elevated mean wave amplitude (MWA) in HFD rats (HFD: 0.18 ± 0.02 mmHg, n = 7 vs control: 0.10 ± 0.02, n = 7 p < 0.05, Fig. 1I). MWA correlates with ICP across the two groups of experimental rats (n = 14, R^2^ = 0.40, p < 0.05, Fig. 1J). We therefore employed this model to determine whether obesity-induced disturbances in CSF dynamics could underlie the elevated ICP in these animals.

**Fig. 1:**
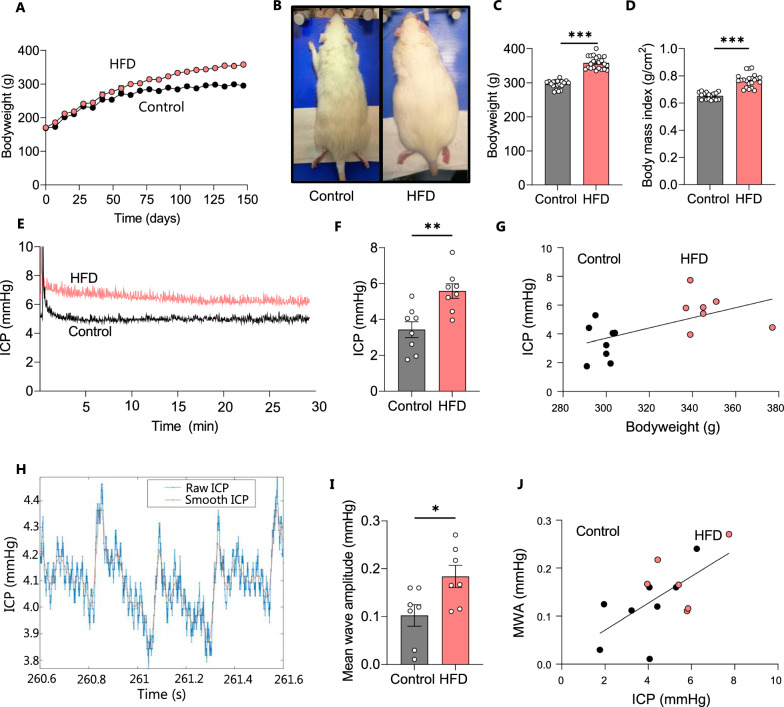
HFD leads to increased bodyweight and intracranial pressure in female rats.** A** Bodyweight increase as a function of time of all control (n = 14) and HFD-fed (n = 17) rats included in the study with the visibly larger rats illustrated in **B**, the bodyweight at the time of experiments illustrated in **C,** and the BMI at the time of experiment illustrated in **D. E** Representative ICP traces of control and HFD-fed rats with the last 15 min employed for the quantification, summarized in **F**. **G** ICP correlates with bodyweight across control and HFD-fed rats (R^2^ = 0.34, p < 0.05, n = 16). **H** Representative ICP trace with “raw” (blue line) and “smoothed” (red line) signals, the latter used to calculate the mean wave amplitude (MWA), represented in **I** (n = 7 af each). **J** Correlation analysis of MWA as a function of the ICP, n = 14, R^2^ = 0.40, p < 0.05. Statistical significance evaluated with Student’s unpaired t-test and results shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

### HFD-induced ICP elevation coincides with increased resistance to CSF drainage, but not increased CSF production

To determine whether HFD-fed rats mimic the elevated CSF outflow resistance (R_out_) detected in most IIH patients [71] ICP was measured at varying CSF infusion rates as previously described [51], Fig. 2A, B. The R_out_ was significantly elevated in HFD-fed rats relative to controls (HFD: 0.67 ± 0.04 mmHg min/µl, n = 5 vs control: 0.44 ± 0.06, n = 5 p < 0.05, Fig. 2C), which suggests a reduced rate of CSF drainage.

**Fig. 2:**
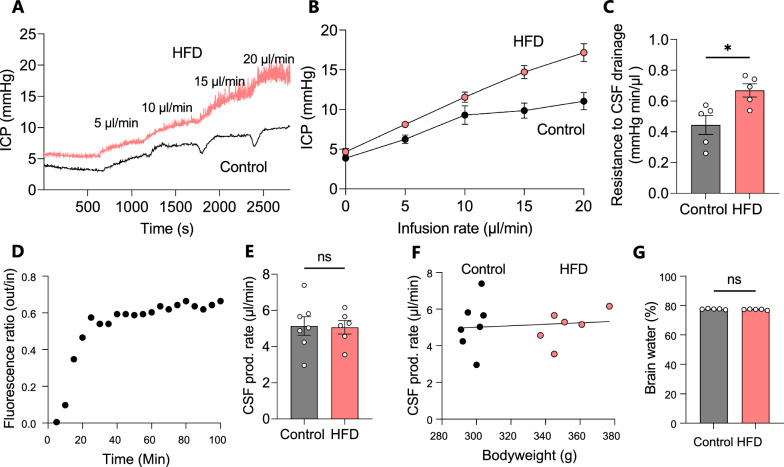
HFD increases resistance to CSF drainaige, but does not alter CSF production measured by ventriculo-cisternal perfusion.** A** Representative ICP traces of control and HFD-fed rats at successive CSF infusion rates, with averaged ICP values quantified in **B** and R_out_ quantified in **C** (n = 5 of each)**. D** Representative trace of fluorescent dye dilution over the course of a ventriculo-cisternal perfusion assay in a control rat with the final 30 min employed for quantification of the CSF production rate illustrated in **E** Rate of CSF production in control and HFD-fed rats, **F** no correlation was observed between bodyweight and CSF production rate. **G** The percentage brain water of HFD-fed and control rats, (n = 5 of each). Statistical significance evaluated with Student's unpaired t-test and simple linear regression and results shown as mean ± SEM. *p < 0.05, *ns*  not significant

To determine if HFD-mediated increased ICP arises subsequent to an increased CSF production rate, we assessed this parameter in vivo in anesthetized and mechanically ventilated rats with the ventriculo-cisternal perfusion technique [57]. Here, heated and gas-equilibrated aCSF containing a fluorescent dextran is delivered continuously into the lateral ventricle with concomitant fluid collection from a cisterna magna puncture. The dextran dilution taking place during the fluid passage through the ventricles originates from fluid secreted into the ventricles and can thus be employed to calculate the rate of CSF production (Fig. 2D). No significant difference in the rate of CSF production was observed between control and HFD-fed rats (HFD: 5.06 ± 0.91 µl/min, n = 7 vs control: 5.14 ± 1.38 µl/min, n = 6, p = 0.91, Fig. 2E) with no correlation between bodyweight and CSF production rate (n = 13, R^2^ = 0.01, p = 0.73, Fig. 2F). These data indicate that the elevated body weight elicited by HFD is not sufficient to significantly increase CSF production. CSF production was also assessed using the LI-COR technique, which relies on injection of a fluorescent dye into the lateral ventricle of the anaesthetized rat, after which the rat is swiftly transferred to the whole animal fluorescent reader and the fluorescence dispersion rate obtained as a proxy for the CSF secretion rate [46, 49, 57, 72]. This technique also revealed no significant elevation of CSF production in HFD -fed rats relative to control rats (Additional file 1). To determine whether the observed increase in ICP associated with excess brain water, the total brain water content was assessed. The brain water percentage was not significantly different between the two groups (HFD: 77.6 ± 0.3%, n = 5 vs control: 77.6 ± 0.3%, n = 5, p = 0.16, Fig. 2G). The increase in ICP observed in HFD-fed rats therefore does not appear to arise solely from an increased brain water content.

### The HFD-mediated ICP elevation is not reflected in choroid plexus gene transcription

The choroid plexus is the master controller of brain fluid secretion in the mammalian brain [42] and HFD-dependent modulation of its cellular and molecular components could potentially influence brain water dynamics in various ways. 

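RNA of the choroid plexus, the epithelial tissue of the brain ventricles, came from 10 female Wistar rats, 5 on the control diet (10% of energy from fat) and 5 on the HFD (60%), after 21 weeks of diet at an age of 27 weeks. The authors aligned the reads to Rnor_6.0 with STAR, quantified them with RSEM and deposited, for each rat, the TPM (each transcript's share of all transcripts) and FPKM of 32883 genes listed by Ensembl identifier. TPM sum to the same total in every rat and carry no read number. The low FPKM values were searched for steps of single reads, but the steps gave no stable relative depth, so the depth of each rat is unknown and not given here. Between 16078 and 16703 genes had a TPM above 0 in a rat, with a median of 16218 on the control diet and 16458 on the HFD. Control rat 1 stood apart from the other 9 rats. After the rescaling described next, 1842 of its genes lay over 2-fold from the median of the other rats, against 171 to 235 genes in each of the others. The TPM of each rat were divided by its median ratio to the mean of all rats over 12037 genes, which gave a factor of 0.747 for control rat 1 and of 0.944 to 1.13 for the others. These values are called rescaled TPM. Genes with a mean rescaled TPM of at least 1 were tested with limma on log2(TPM + 0.1), so that fold changes are on that scale and understate the change of low genes. This rescaling was chosen because the paper's count-based test also scales by median ratios. The choice was made after fold changes from TPM as deposited had been seen beside those of Table S3. It moved the median log2 fold change of all genes from 0.115 with TPM as deposited to 0.013.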

To obtain an unbiased manner of revealing potential HFD-mediated changes in functional properties of the choroid plexus, we performed RNA sequencing (RNAseq) of excised choroid plexus obtained from rats fed control diet or HFD. Of the 21,401 expressed genes detected in the choroid plexus (Additional file 2), only 46 of these (0.2%) were differentially expressed between the two groups (Fig. 3A and Additional file 3). 

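Of the 32883 listed genes, 18814 had a TPM above 0 in at least 1 rat and 14435 in every rat. The limma test covered 12198 genes and gave 0 genes with a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.542. An unadjusted p under 0.05 was found for 1048 genes (8.6%), where 610 would be reached with no difference between the diets. With TPM as deposited, without the rescaling, the number with an unadjusted p under 0.05 was 624 and the number with an adjusted p under 0.05 remained 0. With control rat 1 left out, 1441 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Data were simulated from the rats' deviations from their diet means, drawn separately for each gene. The same test recovered 3.6% of 193 genes changed by 0.3 on the log2 scale and 77.4% of 195 genes changed by 1. Deviations that a rat shares over many genes, as in control rat 1, were not reproduced, so recovery in the real data may differ. With the deviations of control rat 1 left out of the draw, the shares recovered were 11.6% and 88.8%. The control mean behind the other deviations still included that rat. The raw counts behind the paper's test were not used here.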

A heatmap of the gene expression properties demonstrated that the majority of the differentially expressed genes were downregulated in HFD-fed rats compared to rats receiving control diet (Fig. 3B). 

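Across the 46 genes of Table S3, the log2 fold change from the rescaled TPM had the sign of the paper's value for 45 genes and an unadjusted p under 0.05 for 42. None of them had an adjusted p under 0.05 over all genes tested, while 41 did when adjusted over the list alone. The list was chosen on these samples, and the rescaling was chosen after a comparison with Table S3. The numbers of this paragraph are therefore not independent evidence for the list. Across genes, which are not independent replicates, Pearson's r between both sets of fold changes was 0.976 and their median absolute difference 0.03. The median absolute difference was 0.06 without control rat 1 (r = 0.98) and 0.128 with TPM as deposited (r = 0.976). With TPM as deposited, 45 genes kept the sign and 20 had an unadjusted p under 0.05.

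**Figure D1:**
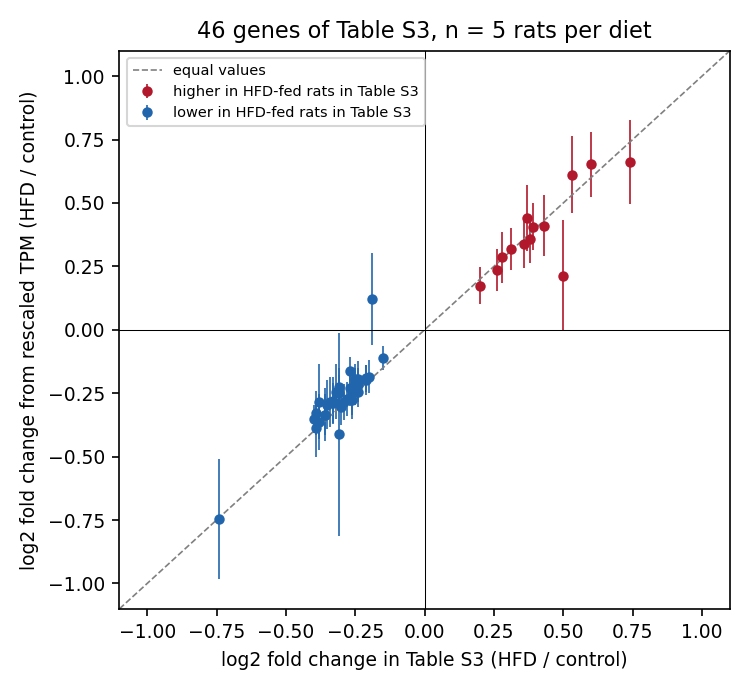
Log2 fold change (HFD against control diet) from the rescaled TPM, with its standard error, against the paper's value for the 46 genes of Table S3. Red points are the 13 genes the paper gives as higher in HFD-fed rats and blue points the 33 it gives as lower; 1 blue point lies above 0.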

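Among the 1048 genes with an unadjusted p under 0.05, 459 were higher and 589 lower in HFD-fed rats. This split depended on the scaling, since TPM as deposited gave 470 higher and 154 lower genes. FAT1 (ENSRNOG00000030954) had a rescaled TPM of 4.23 ± 0.652 (SD, n = 5) in HFD-fed rats and 2.67 ± 0.645 (SD, n = 5) in control rats, a log2 fold change of 0.66 (exact permutation test, two-sided, p = 0.0159). AKAP12 (ENSRNOG00000019549) rose from 5.91 ± 0.702 to 9.40 ± 1.68 (SD, n = 5 each; exact permutation p = 0.00794, the smallest that 5 rats against 5 allow). DUSP6 (ENSRNOG00000023896) had 13.1 ± 4.35 (SD, n = 5) in HFD-fed rats and 21.9 ± 5.59 (SD, n = 5) in control rats, a log2 fold change of -0.75 (exact permutation p = 0.0238). METRN (ENSRNOG00000019692) had the smallest unadjusted p of all genes tested, with 257 ± 12.5 (SD, n = 5) in HFD-fed rats against 327 ± 11.4 (SD, n = 5) in control rats and an adjusted p of 0.542 by limma. For all 4 genes, the direction was the same in each of the 10 fits that left out 1 rat.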

A volcano plot demonstrated that of the 46 differentially expressed genes, 33 of these (72%) were downregulated and 13 of these (28%) upregulated (Fig. 3C and Additional file 3). 

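The 13 genes given as higher in Table S3 had mean rescaled TPM from 3.45 to 18.5, with a median of 7.54, and log2 fold changes from 0.17 to 0.66. The 33 genes given as lower were more abundant, with a median of 173, and their log2 fold changes ran from -0.75 to 0.12. Of these 46 genes, 12 of the higher and 30 of the lower had an unadjusted p under 0.05. Protein classes of these genes were not assigned here.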

To reveal the functional categories of the differentially expressed genes, we employed GO enrichment analysis (see Methods) to classify 33 of these into protein classes, revealing differentially expressed transcripts categorized as: metabolite interconversion enzymes (39%, 13/33), translational proteins (12%, 4/33), protein-modifying enzymes (9%, 3/33), membrane traffic proteins (9%, 3/33), and transporters (9%, 3/33)—with the remaining 21% scattered over various categories (Fig. 3D). 

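ATP5MC1 (ENSRNOG00000007235) encodes a subunit of the mitochondrial ATP synthase and had a rescaled TPM of 893 ± 69.3 (SD, n = 5) in HFD-fed rats and 1158 ± 204 (SD, n = 5) in control rats, a log2 fold change of -0.36 with a standard error of 0.11. Control rat 1, at 1522, was far above the other control rats, at 1044 to 1093, and without it the log2 fold change was -0.26. ATP5MC3 (ENSRNOG00000001596) fell from 832 ± 25.8 to 727 ± 39.9 (SD, n = 5 each), a log2 fold change of -0.20. For both genes every HFD-fed rat was below every control rat (exact permutation test, two-sided, p = 0.00794). ATP5PF (ENSRNOG00000001551) had 297 ± 18.3 (SD, n = 5) in HFD-fed rats and 355 ± 64.6 (SD, n = 5) in control rats, with overlapping values (exact permutation p = 0.0238). Its control mean also included a high value of control rat 1, 467 against 302 to 343 in the others, and without it the log2 fold change was -0.14. Of the 10 fits that left out 1 rat, 4 gave ATP5PF an unadjusted p under 0.05. The adjusted p by limma was 0.542 for ATP5MC1 and ATP5MC3 and 0.572 for ATP5PF. With TPM as deposited, 1 of the 3 genes, ATP5MC1, had an unadjusted p under 0.05.

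**Figure D2:**
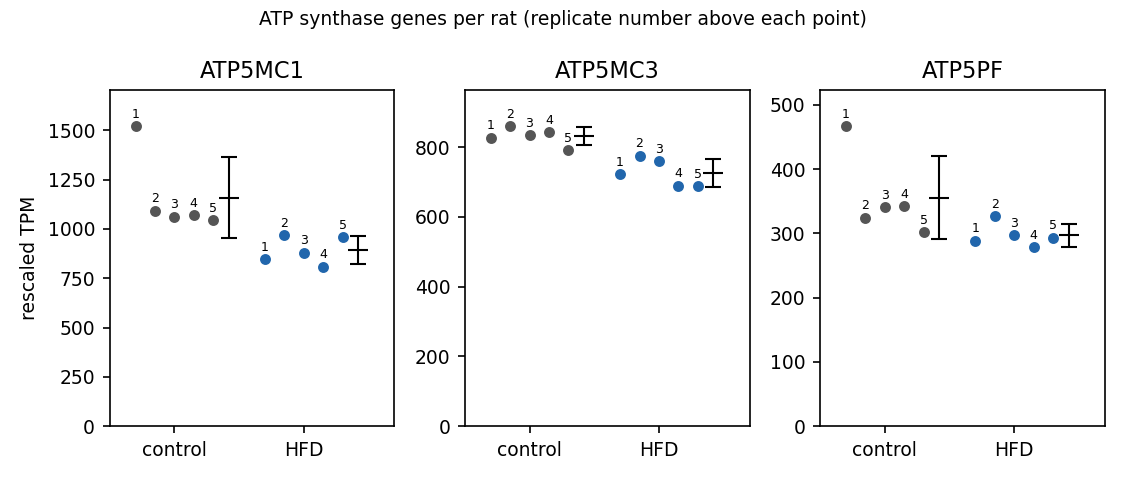
Rescaled TPM of ATP5MC1, ATP5MC3 and ATP5PF in each of the 5 control rats (grey) and 5 HFD-fed rats (blue), with the mean and SD beside each group. The number above a point is the rat's replicate number, and control rat 1 is the highest point for ATP5MC1 and ATP5PF.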

The three differentially expressed transport proteins, ATP5MC1, ATP5MC3, and ATP5PF, though associated with a larger network of differentially expressed genes in the HFD-fed rat choroid plexus (Fig. 3E), are mitochondrial transporters of ATP complex V, not anticipated to be directly associated with CSF formation across the choroid plexus plasma membrane. 

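Of a list of CSF secretion genes written beforehand, 19 could be named through the paper's tables. The copy of Table S2 used for the names holds 1997 of the paper's 21401 genes, those with the highest TPM. With an unadjusted p under 0.05 there were 3 of the 19 genes, all lower in HFD-fed rats, and 0 had an adjusted p under 0.05, over all genes or adjusted over the list alone. These 3, named after their values were seen, were FXYD1, KCNE2 and TRPV4. Their exact permutation p was 0.0159 for FXYD1 and 0.0556 for both KCNE2 and TRPV4. Without control rat 1 the log2 fold change moved from -0.378 to -0.238 for TRPV4 and from -0.19 to -0.233 for KCNE2. FXYD1 had 804 ± 102 (SD, n = 5) in HFD-fed rats and 1371 ± 759 (SD, n = 5) in control rats, where control rat 1 reached 2724, and without that rat its log2 fold change moved from -0.65 to -0.37. SLC12A2 (ENSRNOG00000015971), which encodes the cotransporter NKCC1, had 215 ± 21.3 (SD, n = 5) in HFD-fed rats and 198 ± 20.8 (SD, n = 5) in control rats (exact permutation p = 0.27). ATP1B1 (ENSRNOG00000002934) had 992 ± 49.2 against 999 ± 84.2 (SD, n = 5 each; exact permutation p = 0.889). STK39, which encodes the kinase SPAK, had 250.4 ± 13.5 in HFD-fed rats and 261 ± 17.4 in control rats (SD, n = 5 each; exact permutation p = 0.302). For SLC12A2, ATP1B1 and STK39 the difference lay within the spread between rats. The paper draws its conclusion from the transcript profile as a whole, in which it places the 3 differentially expressed transport proteins in the mitochondria and ties none of them directly to CSF formation across the plasma membrane.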

Overall, the transcript profile of choroid plexus obtained from HFD-fed rats provides no direct indication of a choroid plexipathology as a contributor to the elevated ICP detected in the HFD-fed rats.

**Fig. 3:**
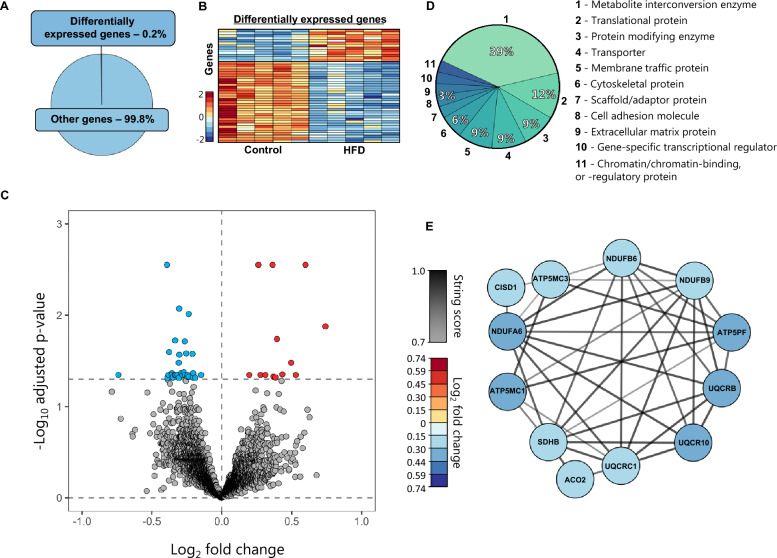
Negligible transcriptomic changes in choroid plexus of HFD-fed rats. **A** illustrates a pie chart of the percentage differentially expressed genes. **B** A heatmap of the differentially expressed genes in the individual rats, coloured based on the Z-score of normalized fold changes (n = 5 of each). **C** Volcano plot of all transcripts detected in the choroid plexus of control and HFD-fed rats with differentially expressed genes (Adjusted p-value < 0.05) marked in red (upregulated) or blue (downregulated). **D** GO enrichment analysis of the protein classes. **E** Association protein network analysis of the highest order cluster of genes. The protein nodes are coloured based on log_2_FC (downregulated in blue) and the connecting lines coloured based on the string confidence score from 0.7 (grey) to 1.0 (black)

### CSF androgens as a contributing factor to IIH-related CSF dynamics

To determine whether CSF extracted from the HFD-fed rats differed in testosterone levels compared to their lean counterparts, as observed for IIH patients [39, 41], we performed liquid chromatography-mass spectrometry (LC–MS) analysis on CSF extracted from HFD-fed and control rats. HFD did not induce an elevated testosterone level in the rat CSF (HFD: 1.92 ± 0.03 nmol/l, n = 8 vs control: 1.99 ± 0.04 nmol/l, n = 5, p = 0.17, Fig. 4A), indicating that the HFD-mediated 20% increase in bodyweight alone was not sufficient to cause the hormonal disturbances characteristic of female IIH patients. With the HFD-fed rats not becoming obese, but merely overweight, they may not reach the point at which testosterone dysregulation occurs, and/or such phenomenon may not be linked to bodyweight in the rodent model. Therefore, to determine if elevated CSF testosterone, in itself, could directly modulate CSF dynamics, we subjected lean female Wistar rats to a four-week testosterone treatment regimen [54]. Prior to the initiation of the testosterone regimen, the average weight of the test rats was 146 ± 1.2 g, n = 63, but the weight of the testosterone-treated (TT) rats increased faster than that of the control rats (Fig. 4B). At the time of experiments, the testosterone-treated rats were visibly larger (Fig. 4C) and significantly heavier than their control counterparts (TT: 129 ± 4.1 g, n = 31 vs control: 88.4 ± 2.8 g, n = 32, p < 0.001, Fig. 4D). Quantification of plasma and CSF levels of testosterone were performed with LC–MS/MS and revealed elevated testosterone levels in the plasma samples (TT: 100 ± 34 nmol/l, n = 5 vs control: 1.4 ± 0.1 nmol/l, n = 3, p < 0.01, Fig. 4E), but more importantly; also elevated in the CSF (TT: 3.13 ± 1.26 nmol/l, n = 5 vs control: 1.39 ± 0.29 nmol/l, n = 5, p < 0.05, Fig. 4F). The 17β-estradiol level, on the other hand, was not significantly different between the two groups in either the blood (TT: 2.84 ± 0.72 nmol/l, n = 4 vs control: 3.04 ± 0.59 nmol/l, n = 4, p = 0.69, Fig. 4G) or the CSF (TT: 2.70 ± 0.75 nmol/l, n = 4 vs control: 3.04 ± 0.59 nmol/l, n = 5, p = 0.51, Fig. 4H). Of the panel of other steroid hormones and precursors tested during the mass spectrometry analysis, none was significantly elevated in the testosterone-treated rats (Additional file 4). ICP measurement in control and testosterone-treated rats revealed significantly elevated ICP in testosterone-treated rats relative to controls (TT: 3.79 ± 0.29 mmHg, n = 4 vs control: 2.50 ± 11 mmHg, n = 6, p < 0.01, Fig. 4E). To determine whether the testosterone-induced bodyweight increase could contribute to elevated ICP, we performed correlation analysis of the ICP versus the rat bodyweight. With the observed lack of correlation between these two parameters (n = 10, R^2^ = 0.234, p = 0.156, Fig. 4F), the obtained results suggest a testosterone-induced elevation of ICP independent of the rat bodyweight.

**Fig. 4:**
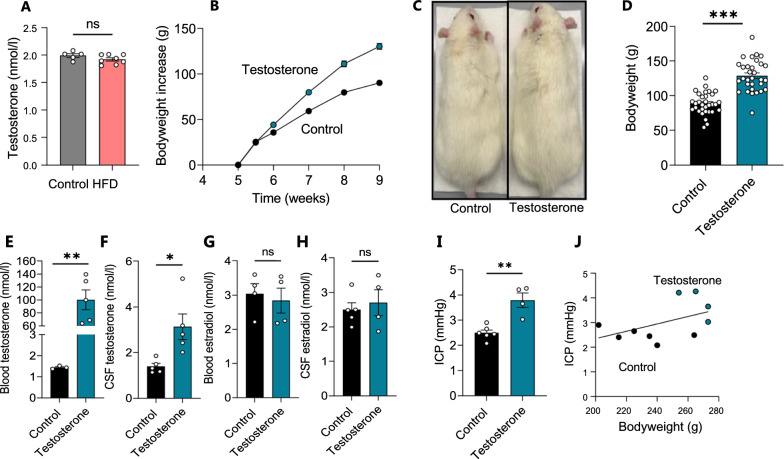
Testosterone treatment increases bodyweight, testosterone levels, and ICP**. A** CSF levels of testosterone quantified with LC–MS (n = 5–7). **B** Bodyweight increase as a function of time in all rats treated with testosterone (n = 25) or vehicle (n = 26), with **C** illustrating a visibly larger testosterone-treated rat and **D** their bodyweight at the time of experiments. **E-F** Plasma (**E,** n = 3–5) and CSF (**F,** n = 5) levels of testosterone quantified with LC–MS (after one outlier removed from the control group in **E**). **G**–**H** Plasma (**G,** n = 4) and CSF (**H,** n = 4–5) levels of 17β-estradiol quantified with LC–MS (after one outlier removed from the testosterone group in **G** and** H**).** I** quantification of ICP in control and testosterone-treated rats (n = 4–6). **J** Correlation analysis of ICP with bodyweight in control and testosterone-treated rats (R^2^ = 0.23, p = 0.16, n = 10). Statistical significance evaluated with Student’s unpaired t-test and results shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, *ns* not significant

To determine if the elevated testosterone modulated the rate of CSF secretion, the LI-COR imaging system was used to acutely assess the CSF flow in testosterone-treated female Wistar rats (Fig. 5A). The testosterone-treated animals displayed a near doubling of the dye flow (TT: 0.24 ± 0.05 a.u./min, n = 4 vs control: 0.13 ± 0.05 a.u./min, n = 5, p < 0.05, Fig. 5B, C) suggesting an elevated rate of CSF secretion. Naïve rats treated acutely with intracerebroventricular testosterone immediately preceding dye injection showed no effects on CSF flow (Additional file 5). To determine whether the testosterone-induced bodyweight increase could contribute to the elevated rate of CSF secretion, we performed correlation analysis of the CSF secretion rate versus the rat bodyweight. With the observed lack of correlation between these two parameters (n = 9, R^2^ = 0.27, p = 0.16, Fig. 5D), the obtained results suggest a testosterone-induced elevation of the CSF secretion rate independently of the rat bodyweight. Such testosterone-induced increase in the rate of CSF secretion could lead to brain water accumulation and thus contribute to the elevated ICP observed in the IIH patients. The brain water content of testosterone-treated rats was assessed with the dry–wet weight technique and revealed no significant difference in the brain water percentages between the two experimental groups (TT: 78.5 ± 0.2%, n = 5 vs control: 78.4 ± 0.3%, n = 5, p = 0.71, Fig. 5E) The brain weight relative to bodyweight was decreased in these animals (TT: 6.81 ± 0.13 µg/g bodyweight, n = 5 vs control: 7.94 ± 0.23 µg/g bodyweight, n = 5, p < 0.01, Fig. 5F), likely due to the excess bodyweight gain induced by testosterone treatment.

**Fig. 5:**
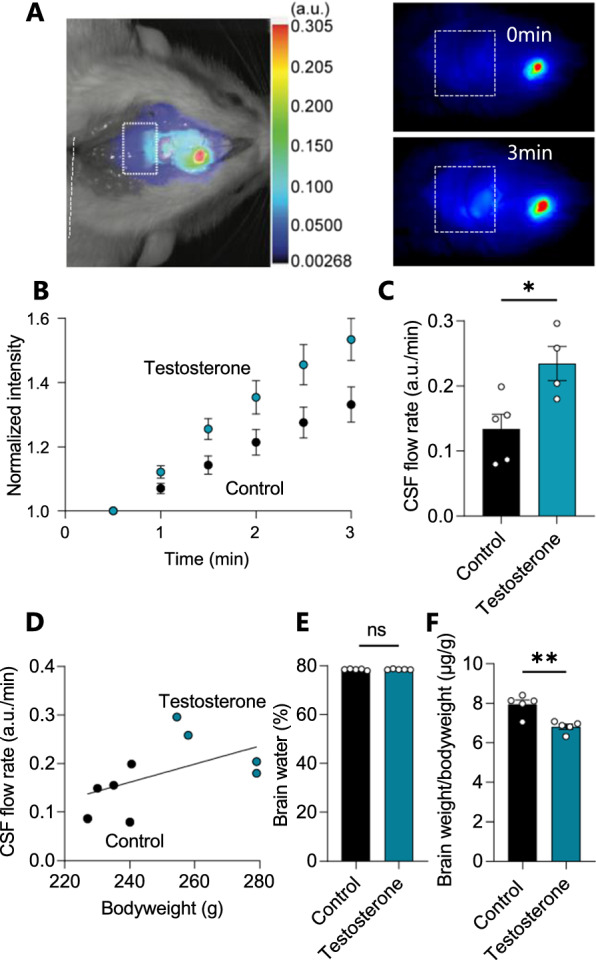
CSF flow increases with testosterone treatment. **A** Representative image of a rat after injection of IRDye 800CW carboxylate dye (superimposed pseudo-color). The square placed in line with lambda indicates the area of dye content quantification, as illustrated in the representative images obtained at t = 0 min and t = 3 min in control rats. **B** The dye intensity normalized to that obtained in the first image and plotted as a function of time representing flow rate, n = 4–5. **C** Quantification of the dye intensity (flow rate) determined from linear regression in **B** over the 3 min time window (with one outlier removed from the testosterone group) in arbitrary units (a.u.). **D** The CSF flow rate as a function of bodyweight did not display significant correlation with bodyweight in control and testosterone-treated rats (n = 9, R^2^ = 0.27, p = 0.16). **E** Percentage brain water in control and testosterone-treated rats (n = 5 of each). **F** The brain weight relative to the bodyweight of control and testosterone-treated rats (n = 5 of each). Statistical significance evaluated with Student’s unpaired t-test and results shown as mean ± SEM. *p < 0.05, ** p < 0.01, ns = not significant

### Transport activity of NKCC1, not the Na^+^/K^+^-ATPase, is affected by testosterone treatment

To resolve the molecular mechanisms underlying the testosterone-induced elevated CSF secretion, the activity of two choroid plexus transport mechanisms, the Na^+^/K^+^-ATPase and the Na^+^/K^+^/2Cl^−^ cotransporter (NKCC1), both known to contribute to CSF secretion [49] was assessed. To determine the contribution of the Na^+^/K^+^-ATPase to the increased CSF production observed in the testosterone-treated rats, its transport activity was determined in acutely excised choroid plexus from testosterone-treated rats and their control counterparts by influx assays with the radioisotope ^86^Rb^+^, as a congener of K^+^, in the absence and presence of the Na^+^/K^+^-ATPase inhibitor ouabain (Fig. 6A). The ouabain-sensitive fraction of the ^86^Rb^+^ uptake thus represents the Na^+^/K^+^-ATPase activity, which was not significantly different between the two experimental groups (TT: 14.7 ± 6.4 × 10^3^ cpm, n = 4 vs control: 19.2 ± 3.8 × 10^3^ cpm, n = 4, p = 0.25, Fig. 6B). Determination of NKCC1 activity was obtained with an efflux assay of pre-equilibrated ^86^Rb^+^ in the acutely excised choroid plexus in the absence and presence of the NKCC1 inhibitor bumetanide, Fig. 6C, D. The bumetanide-sensitive fraction of the ^86^Rb^+^ efflux thus represents the NKCC1 activity, which was significantly elevated in the choroid plexus obtained from the testosterone-treated rats (TT: 0.38 ± 0.05 min^−1^, n = 6 vs control: 0.32 ± 0.03 min^−1^, n = 5, p < 0.05, Fig. 6E). None of the transport parameters were altered by acute (1 h) exposure of the excised choroid plexus to testosterone (Additional file 5). The data suggest that Na^+^/K^+^-ATPase activation does not underlie the increased CSF flow observed after a four week testosterone treatment in female rats, but that testosterone-induced elevation of NKCC1 transport activity could contribute to the elevated CSF secretion rate observed in these rats.

**Fig. 6:**
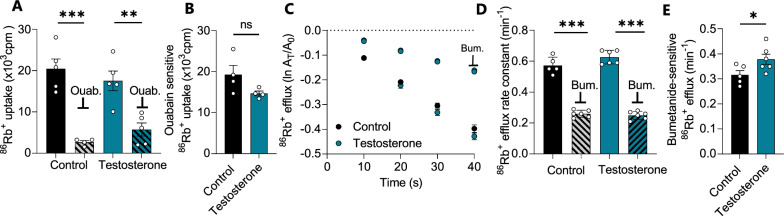
Choroid plexus NKCC1 activity is elevated testosterone-treated rats. **A** ^86^Rb^+^ influx into isolated choroid plexus from control and testosterone-treated rats in the absence and presence of ouabain (Ouab, 2 mM), n = 4–5 (after one outlier removed from the control-ouabain group). **B** The ouabain-sensitive (Na^+^/K^+^-ATPase-mediated) fraction of the ^86^Rb^+^ influx in choroid plexus from control and testosterone-treated rats (n = 4, after one outlier removed from the testosterone group). **C** Efflux of ^86^Rb^+^ from choroid plexus obtained from control rats or testosterone-treated rats in the absence or presence of NKCC1 inhibition by 20 µM bumetanide (BUM, n = 5–6 after one outlier removed from the control group). Y-axis is the natural logarithm of the amount left in the choroid plexus at time t (A_t_) divided by the amount at time 0 (A_0_). **D** The ^86^Rb^+^ efflux rate constant obtained with linear regression of the data from **C**. **E** The bumetanide-sensitive (NKCC1-mediated) fraction of the ^86^Rb^+^ efflux rate constant obtained from data in **D**. Results shown as mean ± SEM and statistical significance obtained with Student’s t-test (panels **B**, **E**) or ANOVA with Sidak's multiple comparisons test (panel **A**, **D**). *p < 0.05, **p < 0.01, ***p < 0.001, *ns* not significant

## Discussion

Here, we demonstrate that mimicking of IIH patient characteristics (i.e., female sex, youth, and obesity) in a rat model, led to elevated ICP and R_out_, cardinal features of IIH. The elevated ICP in this rat cohortdid not occur with relevant functional changes in the CSF-secreting tissue or with altered CSF secretion rate. However, in rats treated with adjuvant testosterone, causing elevated levels of CSF testosterone (akin to that observed in IIH patients), we observed increased CSF secretion rates. We therefore speculate that CSF testosterone excess is a relevant contributing causal driver in IIH etiology.

Although IIH has been acknowledged as a recognized pathology for more than a century [73, 74], the underlying etiology remains unresolved. According to the Monro-Kellie doctrine, the volume of brain, blood, and CSF is constant. It follows that an increase in any of these compartments, in the absence of a balanced reduction of either of the others, leads to an elevated ICP. Elevated venous blood pressure has been proposed as the underlying pathology [18, 19], possibly originating from venous stenosis [28, 29], although the latter later questioned as stenosis does not seem to correlate with the clinical course of the disease [31, 75]. IIH-related stenosis may thus arise as a consequence of the elevated ICP rather than as its underlying cause [76–78], though there is ample evidence of alleviation of IIH symptoms by directly reducing venous pressure in patients with venous stenosis [36, 76]. The CSF volume in IIH patients may [20–22], or may not [79], be elevated and/or redistributed to the subarachnoid space [79] or the brain parenchyma, the latter promoting brain edema and/or slit ventricles [35, 80]. However, subsequent studies failed to detect diffuse brain edema [35, 81] or ventricular slits [79, 80, 82] as obligatory features of IIH patients. The outflow resistance is generally increased in IIH patients [24–26], although not necessarily [83]. With the uncertainty of IIH-related CSF flow disturbances leading to increased ICP and the invasive nature of some of these measurements, we employed a female rat model to seek to unravel the causative link between overweight and elevated ICP. The rats were fed a high fat diet to induce fat gain, as hyperphagia of calorie dense, high fat and palatable food is the principle manner in which the human patients become obese [84].

HFD-fed rats exhibited increased ICP as a function of their bodyweight, as previously demonstrated in a study using young female rats on a shorter duration obesogenic HFD program with similar weight gain, displaying similar increases in ICP, as well as indications of other IIH symptoms including reduced cerebrovascular compliance, papilledema, and headache [53] and aligned with earlier findings in a genetic rat obesity model deficient in the leptin receptor [85], thus manifesting one of the hallmark symptoms of IIH. In addition, the mean wave amplitude of the ICP dynamics was increased in HFD-fed rats and displayed correlation with the ICP elevation observed in these animals. This characteristic mimics the human condition and could indicate that the mean wave amplitude may increase with elevated ICP or, instead, be indicative of microvascular changes in the rat brain tissue similar to those observed in human IIH patients [30, 31, 33, 34]. HFD-fed rats presented with elevated R_out_, indicating reduced efficiency of CSF drainage similar to that observed in IIH patients [71]. Combined, the increased ICP, the reduced cerebrovascular compliance indicated by the elevated mean wave amplitude, and the elevated R_out_ observed in HFD-fed rats provide a compelling animal model for approximating several aspects of human IIH clinical presentation. Increased resistance to CSF drainage, as well as reduced compliance of the cerebrovascular system could be secondary to changes in venous pressure, which has been observed to increase in IIH patients [86], though these parameters were not measured in this rodent model. Previous studies in IIH patients revealed a correlation between CSF pressure, sagittal sinus pressure, and ICP [18], indicating the importance of considering the interplay between these parameters. The contribution of increased venous pressure in IIH remains to be determined; while it has been proposed that obesity-related increases in thoracic pressure can lead to increased venous pressure, these changes are not restricted to IIH patients [76, 87] and therefore may require other contributing factors, like those proposed here, to manifest in IIH symptoms. The observed ICP of the HFD- fed rats was approximately 65% higher than that of the control animals, which aligns with the earlier reports on such rat models [53, 85]. However, this ICP elevation is lower than the (minimum) doubling of the mean lumbar opening pressure observed in IIH patients compared to healthy control subjects [88]. Therefore, although these overweight rats appear to recapitulate the cardinal phenotype of IIH symptomatology, elevated ICP, this model cannot mimic the magnitude of ICP change seen in IIH. This discrepancy may, in part, be due to rodent obesity not being metabolically equivalent to that of human patients [84] and/or to the HFD-fed rats failing to reach the level of obesity (rat BMI roughly translated to a human BMI of 28, 17% increase over their lean counterparts) often observed in IIH patients (average BMI of 32 (range 20–70), 40% increase over their lean counterparts [89]). Similarly, while rat age and developmental cycle does not completely parallel that of humans, the 21 week HFD feeding program of these animals represents a shorter window (roughly equivalent to 12 human years), in which aspects of obesity, such as neuroendocrine imbalances and metabolic inflammation, can exert effects, relative to human IIH patients [90]. At 27 weeks old, rats have a roughly equivalent age of 19 human years, which would represent the early stages of IIH pathophysiology in human patients [90].

Elevated CSF secretion has been proposed to be associated with the elevated ICP in IIH patients [23, 27], although later questioned [83]. The elevated ICP in our HFD-fed rats did not associate with increased brain fluid content, or occur due to an increased rate of CSF secretion. Our findings contrast those of an earlier report in which rodent CSF secretion appeared increased following a high fat diet (but with no ICP measurements provided) [51]. Although we cannot explain this discrepancy, one possibility could be the degree and rapidity of weight gain, which has been shown to be an exacerbating factor in the presentation of IIH symptoms [89, 91]. In the previous study, female rats increased their weight 3.5-fold over a 7 week course, despite using a lower fat diet (45% vs. 60% in the current study) [51], whereas the female rats employed in the current study merely doubled their weight over a 21 week course, an important difference which may affect the appearance of IIH [91]. The small number of experimental animals (n = 3) employed in the previous study, the high volumes of experimentally infused aCSF, and/or the lack of mechanical ventilation of the animals during the prolonged anesthesia required for the procedure [51] may, in addition, contribute to the discrepancy between our findings. In support of the undisturbed CSF secretion observed in the HFD-fed rats, we observed negligible HFD-induced functional alterations in the CSF-secreting tissue choroid plexus, as determined from the transcriptomic profile of this tissue. Merely 46 of the > 21,000 transcribed genes obtained from the tissue (0.2%) were differentially expressed in the HFD-fed rat choroid plexus. Of these, only three were categorized as transport proteins, all localized to the mitochondria and all being downregulated, which, taken together, do not support an increase in choroid plexus-mediated CSF secretion in the rats on HFD. 

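The network in Fig. 3E was drawn from the paper's differentially expressed genes, which were chosen on these same rats. The direction and p-values of its genes here are therefore not independent evidence. Of its 12 genes, all had a lower mean rescaled TPM in HFD-fed rats. An unadjusted p under 0.05 was found for 11, and 0 had an adjusted p under 0.05 by limma. With TPM as deposited, 2 of the 12 had an unadjusted p under 0.05, ATP5MC1 and NDUFA6. SDHB (ENSRNOG00000007967) had 159 ± 10.5 (SD, n = 5) in HFD-fed rats and 188 ± 5.01 (SD, n = 5) in control rats (exact permutation p = 0.00794). NDUFA6 (ENSRNOG00000008569) fell from 376 ± 49.3 to 298 ± 15.1 (SD, n = 5 each), with control rat 1 at 464 and the other control rats at 351 to 358. UQCR10 (ENSRNOG00000059061) was low, at 3.35 ± 1.48 against 4.64 ± 2.31 (SD, n = 5 each), and the diets were not distinguished (exact permutation p = 0.365). The paper's mean count for UQCR10 came to 1160 reads per TPM, against a median of 17.8 for the genes of Table S3 given as lower, so its TPM is not comparable with that count.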

The network-related, downregulated genes in the HFD-fed rat choroid plexus encompass many components of the mitochondrial energetic machinery. HFD and obesity are known to promote inflammation and mitochondrial dysfunction in many brain areas, especially those with unique blood–brain barrier characteristics, like the hypothalamus, median eminence and the choroid plexus [92–94]. While obesity-related changes might be expected in this case, these mitochondrial disturbances are most likely to decrease CSF production [95], and may therefore not contribute directly to the IIH symptoms observed in these rats.

While female sex and obesity are two of the cardinal characteristics of most IIH patients, the great majority of obese females do not have IIH. Striking among biomarkers distinguishing IIH patients from unaffected obese females is elevation of testosterone [39, 41], which in all tested female IIH patients is increased to a level over double that of bodyweight-matched controls, but below that of male subjects. The HFD-fed rats did not mimic the elevated CSF testosterone levels, which may be due to their modest bodyweight gain and/or species difference in the response to overweight. Adjuvant testosterone treatment of lean female rats was then employed to mimic the elevated levels of testosterone in the IIH patients, resulting in greater increases in serum testosterone, but similar increases in CSF testosterone to those observed in IIH patients [39, 41]. The elevated CSF levels of testosterone caused an increased ICP and increased rate of CSF production in these rats, which were, at least in part, associated with augmented activity of the choroid plexus transport protein, NKCC1, which has been demonstrated as a key contributor to CSF secretion in mice, rats, and dogs [45, 49, 57, 96]. The testosterone-mediated effect on the choroid plexus transport protein, the CSF secretion rate, and the ICP only came about with prolonged treatment with testosterone (4 weeks) and was absent with acute (1 h) testosterone exposure of the excised choroid plexus. In contrast, a previous study with acute testosterone exposure of cultured rodent choroid plexus epithelial cells observed increased Na^+^/K^+^-ATPase activity [39], which we here failed to replicate in the ex vivo choroid plexus. Notably, the 17β-estradiol levels were unaffected in both HFD-fed rats and testosterone-treated rats, suggesting that the observed effects on ICP and CSF flow could not be accounted for by 17β-estradiol, as has been proposed as a possible contributor to IIH in patients [38]. However, the rats were not controlled for their oestrous cycle in this study, which may introduce cycle-dependent changes in choroid plexus that may mask testosterone-mediated changes in functionality and is thus considered a limitation to the study. NKCC1 hyperactivity has previously been demonstrated as a regulator of CSF production in another condition of disordered CSF dynamics, i.e., posthemorrhagic hydrocephalus [45–47], likely occurring with activation of the SPS1-related proline/alanine-rich kinase (SPAK) [45, 46], which is highly expressed in the choroid plexus [97]. The androgen receptor, a nuclear receptor targeted by testosterone [98], is also functionally expressed in the rodent choroid plexus [97, 99, 100]. Androgens induce expression of SPAK [101] and modulate NKCC1 activity [102] which, taken together with the well-established SPAK-dependent modulation of NKCC1 activity [45, 46, 103] provide a potential coupling between the elevated androgenic tone observed in IIH patients and elevated NKCC1-mediated CSF secretion rate. The observed increase in NKCC1 activity in testosterone-treated rats therefore offers a mechanistic explanation for the increased CSF flow observed in these rats. Elevated CSF testosterone in female IIH patients could thus lead to increased CSF production and potentially elevated ICP with prolonged exposure to this androgen, and thereby contribute to the etiology of the disease.

In conclusion, we here demonstrate that although HFD-fed rats gained weight and displayed elevated ICP, their weight gain and ICP increase did not fully reach levels observed in IIH patients. The ICP elevation could not be accounted for by CSF hypersecretion but, at least in part, by a decreased CSF drainage capacity (increased R_out_) that together recapitulate IIH symptoms and allow mechanistic insight into IIH etiology. When mimicking the elevated testosterone environment, as observed in patients with IIH, we observed elevated ICP and CSF hypersecretion in the experimental rats. Synergistic effects of obesity and hyperandrogenism may thus, if sustained for prolonged time and potentially associated with other IIH-promoting factors [30, 31, 88] provide a mechanistic coupling to the elevated ICP observed in the IIH patients. Future in vivo animal studies on aspects of the venous blood pressure and volume in addition to combining obesity and androgen excess may reveal further pieces of the IIH etiology, and androgen blockade, in the context of obesity, may elucidate avenues for therapeutic targeting in IIH.

## Supplementary Information

**Additional file 1: **HFD does not significantly increase CSF flow.

**Additional file 2: Table S2.**of all the genes transcribed in the choroid plexus of Wistar rats fed either control or high fat diet. Listed in the table is the Ensembl ID (Rnor_6.0) together with the Gene (gene symbol). 

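The group means of all 1997 genes in the copy of Table S2 used here, out of the paper's 21401, equalled the means of the deposited TPM after rounding, for both diets. The spread printed beside each mean equalled the SD of the 5 rats in 1995 of 1995 entries on the control diet and 1996 of 1996 on the HFD, and the SEM in 7 and 4 entries.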

The ‘‘Control diet’’ and ‘‘High fat diet’’ are the mean values, in transcript per million (TPM), of five wistar rats on either control diet or high fat diet. Together with the mean values arestandard error of the mean (SEM) of the five ‘‘Control diet’’ and ‘‘High fat diet’’, also in TPM. All values have been rounded to closest integer, and values under one are annotated as ‘‘< 1’’.

**Additional file 3: Table S3.**of all the differentially expressed genes in the choroid plexus of Wistar rats fed control diet or high fat diet. Differentially expressed genes are all genes with an adjusted P < 0.05. The table contains the Ensembl ID (Rnor_6.0) together with the Gene (gene symbol). The MeanBase (DEseq2) is the mean of the normalized transcript count values, divided by size factors, taken across all samples. Log2FC represents the log2 fold change from control diet to high fat diet. A positive Log2FC value thus indicates an upregulation of gene expression in the high fat diet fed rats. Adjusted P value is calculated by the Benjamini–Hochberg procedure (see methods).

**Additional file 4: **Mass spectrometry analysis of CSF and blood hormones.

**Additional file 5: **Testosterone treatment does not affect CSF flow or choroid plexus transport rate.

## Data Availability

The datasets used in the current study are available from the corresponding author on reasonable request. Raw RNAseq data are available at the NCBI GEO database with accession number GSE223582, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223582. Scripts and data analysis are available at: https://github.com/Sorennorge/-MacAulayLab-RNAseq3-Wistar

## References

[1] Mollan SP, Wakerley BR, Alimajstorovic Z, Mitchell J, Ottridge R, Yiangou A, Thaller M, Gupta A, Grech O, Lavery G, Brock K, Sinclair AJ (2021). Intracranial pressure directly predicts headache morbidity in idiopathic intracranial hypertension. J Headache Pain.

[2] Wakerley BR, Mollan SP, Sinclair AJ (2020). Idiopathic intracranial hypertension: update on diagnosis and management. Clin Med.

[3] Yri HM, Fagerlund B, Forchhammer HB, Jensen RH (2014). Cognitive function in idiopathic intracranial hypertension: a prospective case-control study. BMJ Open.

[4] Yri HM, Ronnback C, Wegener M, Hamann S, Jensen RH (2014). The course of headache in idiopathic intracranial hypertension: a 12-month prospective follow-up study. Eur J Neurol.

[5] Markey KA, Mollan SP, Jensen RH, Sinclair AJ (2016). Understanding idiopathic intracranial hypertension: mechanisms, management, and future directions. Lancet Neurol.

[6] Mollan SP, Davies B, Silver NC, Shaw S, Mallucci CL, Wakerley BR, Krishnan A, Chavda SV, Ramalingam S, Edwards J, Hemmings K, Williamson M, Burdon MA, Hassan-Smith G, Digre K, Liu GT, Jensen RH, Sinclair AJ (2018). Idiopathic intracranial hypertension: consensus guidelines on management. J Neurol Neurosurg Psychiatry.

[7] Mollan SP, Aguiar M, Evison F, Frew E, Sinclair AJ (2019). The expanding burden of idiopathic intracranial hypertension. Eye.

[8] Hornby C, Mollan SP, Botfield H, O'Reilly MW, Sinclair AJ (2018). Metabolic concepts in idiopathic intracranial hypertension and their potential for therapeutic intervention. J Neuroophthalmol.

[9] Adderley NJ, Subramanian A, Nirantharakumar K, Yiangou A, Gokhale KM, Mollan SP, Sinclair AJ (2019). Association between idiopathic intracranial hypertension and risk of cardiovascular diseases in women in the United Kingdom. JAMA Neurol.

[10] Mollan SP, Mytton J, Tsermoulas G, Sinclair AJ (2021). Idiopathic intracranial hypertension: evaluation of admissions and emergency readmissions through the hospital episode statistic dataset between 2002–2020. Life.

[11] Friesner D, Rosenman R, Lobb BM, Tanne E (2011). Idiopathic intracranial hypertension in the USA: the role of obesity in establishing prevalence and healthcare costs. Obes Rev.

[12] Mollan SP, Ali F, Hassan-Smith G, Botfield H, Friedman DI, Sinclair AJ (2016). Evolving evidence in adult idiopathic intracranial hypertension: pathophysiology and management. J Neurol Neurosurg Psychiatry.

[13] Andrews LE, Liu GT, Ko MW (2014). Idiopathic intracranial hypertension and obesity. Horm Res Paediatr.

[14] Yri HM, Wegener M, Sander B, Jensen R (2012). Idiopathic intracranial hypertension is not benign: a long-term outcome study. J Neurol.

[15] Mulla Y, Markey KA, Woolley RL, Patel S, Mollan SP, Sinclair AJ (2015). Headache determines quality of life in idiopathic intracranial hypertension. J Headache Pain.

[16] Sinclair AJ, Burdon MA, Nightingale PG, Ball AK, Good P, Matthews TD, Jacks A, Lawden M, Clarke CE, Stewart PM, Walker EA, Tomlinson JW, Rauz S (2010). Low energy diet and intracranial pressure in women with idiopathic intracranial hypertension: prospective cohort study. BMJ.

[17] Mollan SP, Mitchell JL, Ottridge RS, Aguiar M, Yiangou A, Alimajstorovic Z, Cartwright DM, Grech O, Lavery GG, Westgate CSJ, Vijay V, Scotton W, Wakerley BR, Matthews TD, Ansons A, Hickman SJ, Benzimra J, Rick C, Singhal R, Tahrani AA, Brock K, Frew E, Sinclair AJ (2021). Effectiveness of bariatric surgery vs community weight management intervention for the treatment of idiopathic intracranial hypertension: a randomized clinical trial. JAMA Neurol.

[18] Lalou A-D, Czosnyka M, Czosnyka ZH, Krishnakumar D, Pickard JD, Higgins NJ (2020). Coupling of CSF and sagittal sinus pressure in adult patients with pseudotumour cerebri. Acta Neurochir.

[19] Liu KC, Starke RM, Durst CR, Wang TR, Ding D, Crowley RW, Newman SA (2017). Venous sinus stenting for reduction of intracranial pressure in IIH: a prospective pilot study. J Neurosurg.

[20] Sorensen PS, Thomsen C, Gjerris F, Henriksen O (1990). Brain water accumulation in pseudotumour cerebri demonstrated by MR-imaging of brain water self-diffusion. Acta Neurochir Suppl.

[21] Raichle ME, Grubb RL, Phelps ME, Gado MH, Caronna JJ (1978). Cerebral hemodynamics and metabolism in pseudotumor cerebri. Ann Neurol.

[22] Moser FG, Hilal SK, Abrams G, Bello JA, Schipper H, Silver AJ (1988). MR imaging of pseudotumor cerebri. AJR Am J Roentgenol.

[23] Johanson CE, Duncan JA, Klinge PM, Brinker T, Stopa EG, Silverberg GD (2008). Multiplicity of cerebrospinal fluid functions: new challenges in health and disease. Cerebrospinal Fluid Res.

[24] Gideon P, Sorensen PS, Thomsen C, Stahlberg F, Gjerris F, Henriksen O (1994). Assessment of CSF dynamics and venous flow in the superior sagittal sinus by MRI in idiopathic intracranial hypertension: a preliminary study. Neuroradiology.

[25] Børgesen SE, Gjerris F (1987). Relationships between intracranial pressure, ventricular size, and resistance to CSF outflow. J Neurosurg.

[26] Bercaw BL, Greer M (1970). Transport of intrathecal 131-I risa in benign intracranial hypertension. Neurology.

[27] Belal T, Al Tantawy A-E, Sherif FM, Ramadan A (2020). Evaluation of cerebrospinal fluid flow dynamic changes in patients with idiopathic intracranial hypertension using phase contrast cine MR imaging. Egypt J Neurol Psychiatry Neurosurg.

[28] Teleb MS, Cziep ME, Lazzaro MA, Gheith A, Asif K, Remler B, Zaidat OO (2013). Idiopathic intracranial hypertension a systematic analysis of transverse sinus stenting. Interv Neurol.

[29] Farb RI, Vanek I, Scott JN, Mikulis DJ, Willinsky RA, Tomlinson G, terBrugge KG (2003). Idiopathic intracranial hypertension: the prevalence and morphology of sinovenous stenosis. Neurology.

[30] Eidsvaag VA, Hansson HA, Heuser K, Nagelhus EA, Eide PK (2018). Cerebral microvascular abnormalities in patients with idiopathic intracranial hypertension. Brain Res.

[31] Eide PK, Hansson HA (2022). A new perspective on the pathophysiology of idiopathic intracranial hypertension: role of the glia-neuro-vascular interface. Front Mol Neurosci.

[32] Eide PK, Hasan-Olive MM, Hansson HA, Enger R (2021). Increased occurrence of pathological mitochondria in astrocytic perivascular endfoot processes and neurons of idiopathic intracranial hypertension. J Neurosci Res.

[33] Hasan-Olive MM, Hansson HA, Enger R, Nagelhus EA, Eide PK (2019). Blood-brain barrier dysfunction in idiopathic intracranial hypertension. J Neuropathol Exp Neurol.

[34] Eide PK (2021). Abnormal intracranial pulse pressure amplitude despite normalized static intracranial pressure in idiopathic intracranial hypertension refractory to conservative medical therapy. Life.

[35] Bastin ME, Sinha S, Farrall AJ, Wardlaw JM, Whittle IR (2003). Diffuse brain oedema in idiopathic intracranial hypertension: a quantitative magnetic resonance imaging study. J Neurol Neurosurg Psychiatry.

[36] Gurney SP, Ramalingam S, Thomas A, Sinclair AJ, Mollan SP (2020). Exploring the current management idiopathic intracranial hypertension, and understanding the role of dural venous sinus stenting. Eye Brain.

[37] Wall M (2010). Idiopathic intracranial hypertension. Neurol Clin.

[38] Markey KA, Uldall M, Botfield H, Cato LD, Miah MA, Hassan-Smith G, Jensen RH, Gonzalez AM, Sinclair AJ (2016). Idiopathic intracranial hypertension, hormones, and 11beta-hydroxysteroid dehydrogenases. J Pain Res.

[39] O'Reilly MW, Westgate CS, Hornby C, Botfield H, Taylor AE, Markey K, Mitchell JL, Scotton WJ, Mollan SP, Yiangou A, Jenkinson C, Gilligan LC, Sherlock M, Gibney J, Tomlinson JW, Lavery GG, Hodson DJ, Arlt W, Sinclair AJ (2019). A unique androgen excess signature in idiopathic intracranial hypertension is linked to cerebrospinal fluid dynamics. JCI Insight.

[40] Sinclair AJ, Ball AK, Burdon MA, Clarke CE, Stewart PM, Curnow SJ, Rauz S (2008). Exploring the pathogenesis of IIH: an inflammatory perspective. J Neuroimmunol.

[41] Abdelghaffar M, Hussein M, Abdelkareem SA, Elshebawy H (2022). Sex hormones, CSF and serum leptin in patients with idiopathic intracranial hypertension. The Egypt J Neurol Psychiatry Neurosurg.

[42] MacAulay N, Keep RF, Zeuthen T (2022). Cerebrospinal fluid production by the choroid plexus: a century of barrier research revisited. Fluids Barriers CNS.

[43] Mokri B (2001). The Monro-Kellie hypothesis: applications in CSF volume depletion. Neurology.

[44] Proulx ST (2021). Cerebrospinal fluid outflow: a review of the historical and contemporary evidence for arachnoid villi, perineural routes, and dural lymphatics. Cell Mol Life Sci.

[45] Karimy JK, Zhang J, Kurland DB, Theriault BC, Duran D, Stokum JA, Furey CG, Zhou X, Mansuri MS, Montejo J, Vera A, DiLuna ML, Delpire E, Alper SL, Gunel M, Gerzanich V, Medzhitov R, Simard JM, Kahle KT (2017). Inflammation-dependent cerebrospinal fluid hypersecretion by the choroid plexus epithelium in posthemorrhagic hydrocephalus. Nat Med.

[46] Toft-Bertelsen TL, Barbuskaite D, Heerfordt EK, Lolansen SD, Andreassen SN, Rostgaard N, Olsen MH, Norager NH, Capion T, Rath MF, Juhler M, MacAulay N (2022). Lysophosphatidic acid as a CSF lipid in posthemorrhagic hydrocephalus that drives CSF accumulation via TRPV4-induced hyperactivation of NKCC1. Fluids Barriers CNS.

[47] Lolansen SD, Rostgaard N, Barbuskaite D, Capion T, Olsen MH, Norager NH, Vilhardt F, Andreassen SN, Toft-Bertelsen TL, Ye F, Juhler M, Keep RF, MacAulay N (2022). Posthemorrhagic hydrocephalus associates with elevated inflammation and CSF hypersecretion via activation of choroidal transporters. Fluids Barriers CNS.

[48] Karimy JK, Reeves BC, Damisah E, Duy PQ, Antwi P, David W, Wang K, Schiff SJ, Limbrick DD, Alper SL, Warf BC, Nedergaard M, Simard JM, Kahle KT (2020). Inflammation in acquired hydrocephalus: pathogenic mechanisms and therapeutic targets. Nat Rev Neurol.

[49] Oernbo EK, Steffensen AB, Razzaghi Khamesi P, Toft-Bertelsen TL, Barbuskaite D, Vilhardt F, Gerkau NJ, Tritsaris K, Simonsen AH, Lolansen SD, Andreassen SN, Hasselbalch SG, Zeuthen T, Rose CR, Kurtcuoglu V, MacAulay N (2022). Membrane transporters control cerebrospinal fluid formation independently of conventional osmosis to modulate intracranial pressure. Fluids Barriers CNS.

[50] Oernbo EK, Lykke K, Steffensen AB, Tollner K, Kruuse C, Rath MF, Loscher W, MacAulay N (2018). Cerebral influx of Na(+) and Cl(-) as the osmotherapy-mediated rebound response in rats. Fluids Barriers CNS.

[51] Alimajstorovic Z, Pascual-Baixauli E, Hawkes CA, Sharrack B, Loughlin AJ, Romero IA, Preston JE (2020). Cerebrospinal fluid dynamics modulation by diet and cytokines in rats. Fluids Barriers CNS.

[52] Alimajstorovic Z, Westgate CSJ, Jensen RH, Eftekhari S, Mitchell J, Vijay V, Seneviratne SY, Mollan SP, Sinclair AJ (2020). Guide to preclinical models used to study the pathophysiology of idiopathic intracranial hypertension. Eye.

[53] Westgate CSJ, Hagen SM, Israelsen IME, Hamann S, Jensen RH, Eftekhari S (2022). The impact of obesity-related raised intracranial pressure in rodents. Sci Rep.

[54] Yu WH (1989). Administration of testosterone attenuates neuronal loss following axotomy in the brain-stem motor nuclei of female rats. J Neurosci.

[55] Jones HC, Deane R, Bucknall RM (1987). Developmental changes in cerebrospinal fluid pressure and resistance to absorption in rats. Dev Brain Res.

[56] Heisey SR, Held D, Pappenheimer JR (1962). Bulk flow and diffusion in the cerebrospinal fluid system of the goat. Am J Physiol.

[57] Steffensen AB, Oernbo EK, Stoica A, Gerkau NJ, Barbuskaite D, Tritsaris K, Rose CR, MacAulay N (2018). Cotransporter-mediated water transport underlying cerebrospinal fluid formation. Nat Commun.

[58] Weisser JJ, Hansen CH, Poulsen R, Larsen LW, Cornett C, Styrishave B (2016). Two simple cleanup methods combined with LC-MS/MS for quantification of steroid hormones in in vivo and in vitro assays. Anal Bioanal Chem.

[59] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[60] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform.

[61] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[62] Thissen D, Steinberg L, Kuang D (2002). Quick and easy implementation of the Benjamini-Hochberg procedure for controlling the false positive rate in multiple comparisons. J Edu Behav Stat.

[63] Love MI, Anders S, Kim V, Huber W (2015). RNA-Seq workflow: gene-level exploratory analysis and differential expression. F1000Res.

[64] Wickham H, Wickham H (2016). Data Analysis. ggplot2: elegant graphics for data analysis.

[65] Kolde R, Kolde M: Package ‘pheatmap’. R Package 1 (7). In Tartu: University of Tartu. Republic of Estonia. 2015.

[66] Mi H, Ebert D, Muruganujan A, Mills C, Albou LP, Mushayamaha T, Thomas PD (2021). PANTHER version 16: a revised family classification, tree-based classification tool, enhancer regions and extensive API. Nucleic Acids Res.

[67] Szklarczyk D, Gable AL, Nastou KC, Lyon D, Kirsch R, Pyysalo S, Doncheva NT, Legeay M, Fang T, Bork P, Jensen LJ, von Mering C (2021). The STRING database in 2021: customizable protein-protein networks, and functional characterization of user-uploaded gene/measurement sets. Nucleic Acids Res.

[68] Otasek D, Morris JH, Boucas J, Pico AR, Demchak B (2019). Cytoscape Automation: empowering workflow-based network analysis. Genome Biol.

[69] Keep RF, Xiang J, Betz AL (1994). Potassium cotransport at the rat choroid plexus. Am J Physiol.

[70] Ding D, Gebel K (2012). Built environment, physical activity, and obesity: what have we learned from reviewing the literature?. Health Place.

[71] Kaipainen AL, Martoma E, Puustinen T, Tervonen J, Jyrkkänen HK, Paterno JJ, Kotkansalo A, Rantala S, Vanhanen U, Leinonen V, Lehto SM, Iso-Mustajärvi M, Elomaa AP, Qvarlander S, Huuskonen TJ (2021). Cerebrospinal fluid dynamics in idiopathic intracranial hypertension: a literature review and validation of contemporary findings. Acta Neurochir.

[72] Barbuskaite D, Oernbo EK, Wardman JH, Toft-Bertelsen TL, Conti E, Andreassen SN, Gerkau NJ, Rose CR, MacAulay N (2022). Acetazolamide modulates intracranial pressure directly by its action on the cerebrospinal fluid secretion apparatus. Fluids Barriers CNS.

[73] Quincke H (1896). Ueber Meningitis serosa und verwandte Zustände. Dtsch Z Nervenheilkd.

[74] Nonne M (1904). Über Fälle vom Symptomenkomplex Tumor cerebri“ mit Ausgang in Heilung (Pseudotumor cerebri) Über letal verlaufene Fälle von „Pseudotumor cerebri“ mit Sektionsbefund. Dtsch Z Nervenheilkd.

[75] Riggeal BD, Bruce BB, Saindane AM, Ridha MA, Kelly LP, Newman NJ, Biousse V (2013). Clinical course of idiopathic intracranial hypertension with transverse sinus stenosis. Neurology.

[76] Friedman DI (2006). Cerebral venous pressure, intra-abdominal pressure, and dural venous sinus stenting in idiopathic intracranial hypertension. J Neuroophthalmol.

[77] King JO, Mitchell PJ, Thomson KR, Tress BM (2002). Manometry combined with cervical puncture in idiopathic intracranial hypertension. Neurology.

[78] Scoffings DJ, Pickard JD, Higgins JN (2007). Resolution of transverse sinus stenoses immediately after CSF withdrawal in idiopathic intracranial hypertension. J Neurol Neurosurg Psychiatry.

[79] Silbergleit R, Junck L, Gebarski SS, Hatfield MK (1989). Idiopathic intracranial hypertension (pseudotumor cerebri): MR imaging. Radiology.

[80] Barkatullah AF, Leishangthem L, Moss HE (2021). MRI findings as markers of idiopathic intracranial hypertension. Curr Opin Neurol.

[81] Wall M, Dollar JD, Sadun AA, Kardon R (1995). Idiopathic intracranial hypertension Lack of histologic evidence for cerebral edema. Arch Neurol.

[82] Jacobson DM, Karanjia PN, Olson KA, Warner JJ (1990). Computed tomography ventricular size has no predictive value in diagnosing pseudotumor cerebri. Neurology.

[83] Malm J, Kristensen B, Markgren P, Ekstedt J (1992). CSF hydrodynamics in idiopathic intracranial hypertension: a long-term study. Neurology.

[84] Wong SK, Chin KY, Suhaimi FH, Fairus A, Ima-Nirwana S (2016). Animal models of metabolic syndrome: a review. Nutr Metab.

[85] Uldall M, Bhatt DK, Kruuse C, Juhler M, Jansen-Olesen I, Jensen RH (2017). Choroid plexus aquaporin 1 and intracranial pressure are increased in obese rats: towards an idiopathic intracranial hypertension model?. Int J Obes.

[86] Sugerman HJ, DeMaria EJ, Felton WL, Nakatsuka M, Sismanis A (1997). Increased intra-abdominal pressure and cardiac filling pressures in obesity-associated pseudotumor cerebri. Neurology.

[87] Hannerz J, Ericson K (2009). The relationship between idiopathic intracranial hypertension and obesity. Headache.

[88] Thaller M, Homer V, Hyder Y, Yiangou A, Liczkowski A, Fong AW, Virdee J, Piccus R, Roque M, Mollan SP, Sinclair AJ (2022). The idiopathic intracranial hypertension prospective cohort study: evaluation of prognostic factors and outcomes. J Neurol.

[89] Daniels AB, Liu GT, Volpe NJ, Galetta SL, Moster ML, Newman NJ, Biousse V, Lee AG, Wall M, Kardon R, Acierno MD, Corbett JJ, Maguire MG, Balcer LJ (2007). Profiles of obesity, weight gain, and quality of life in idiopathic intracranial hypertension (Pseudotumor cerebri). Am J Ophthalmol.

[90] Sengupta P (2013). The laboratory rat: relating its age with human's. Int J Prev Med.

[91] Rowe FJ, Sarkies NJ (1999). The relationship between obesity and idiopathic intracranial hypertension. Int J Obes Relat Metab Disord.

[92] Langley MR, Yoon H, Kim HN, Choi C-I, Simon W, Kleppe L, Lanza IR, LeBrasseur NK, Matveyenko A, Scarisbrick IA. 2020 High fat diet consumption results in mitochondrial dysfunction oxidative stress and oligodendrocyte loss in the central nervous system. Biochimica et Biophysica Acta (BBA) Molecular Basis of Disease. 10.1016/j.bbadis.2019.16563010.1016/j.bbadis.2019.165630PMC798296531816440

[93] Lee CH, Suk K, Yu R, Kim MS (2020). Cellular contributors to hypothalamic inflammation in obesity. Mol Cells.

[94] Cavaliere G, Trinchese G, Penna E, Cimmino F, Pirozzi C, Lama A, Annunziata C, Catapano A, Mattace Raso G, Meli R, Monda M, Messina G, Zammit C, Crispino M, Mollica MP (2019). High-fat diet induces neuroinflammation and mitochondrial impairment in mice cerebral cortex and synaptic fraction. Front Cell Neurosci.

[95] Krzyzanowska A, Carro E (2012). Pathological alteration in the choroid plexus of Alzheimer's disease: implication for new therapy approaches. Front Pharmacol.

[96] Javaheri S, Wagner KR (1993). Bumetanide decreases canine cerebrospinal fluid production In vivo evidence for NaCl cotransport in the central nervous system. J Clin Invest.

[97] Andreassen SN, Toft-Bertelsen TL, Wardman JH, Villadsen R, MacAulay N (2022). Transcriptional profiling of transport mechanisms and regulatory pathways in rat choroid plexus. Fluids Barriers CNS.

[98] Davey RA, Grossmann M (2016). Androgen receptor structure, function and biology: from bench to bedside. Clin Biochem Rev.

[99] Santos CR, Duarte AC, Quintela T, Tomas J, Albuquerque T, Marques F, Palha JA, Goncalves I (2017). The choroid plexus as a sex hormone target: functional implications. Front Neuroendocrinol.

[100] Alves CH, Goncalves I, Socorro S, Baltazar G, Quintela T, Santos CR (2009). Androgen receptor is expressed in murine choroid plexus and downregulated by 5alpha-dihydrotestosterone in male and female mice. J Mol Neurosci.

[101] Qi H, Labrie Y, Grenier J, Fournier A, Fillion C, Labrie C (2001). Androgens induce expression of SPAK, a STE20/SPS1-related kinase, in LNCaP human prostate cancer cells. Mol Cell Endocrinol.

[102] Chinn GA, Sasaki Russell JM, Yabut NA, Maharjan D, Sall JW (2020). Androgenic modulation of the chloride transporter NKCC1 contributes to age-dependent isoflurane neurotoxicity in male rats. Anesthesiology.

[103] Alessi DR, Zhang J, Khanna A, Hochdorfer T, Shang Y, Kahle KT (2014). The WNK-SPAK/OSR1 pathway: master regulator of cation-chloride cotransporters. Sci Signal.

# Supplementary material for: Modelling idiopathic intracranial hypertension in rats: contributions of high fat diet and testosterone to intracranial pressure and cerebrospinal fluid production
**Source:** Fluids Barriers CNS. 2023 Jun 16;20:44. doi: 10.1186/s12987-023-00436-1
**Supplement:** Supplementary file 1 — Additional file 1: HFD does not significantly increase CSF flow.

## Slide 1
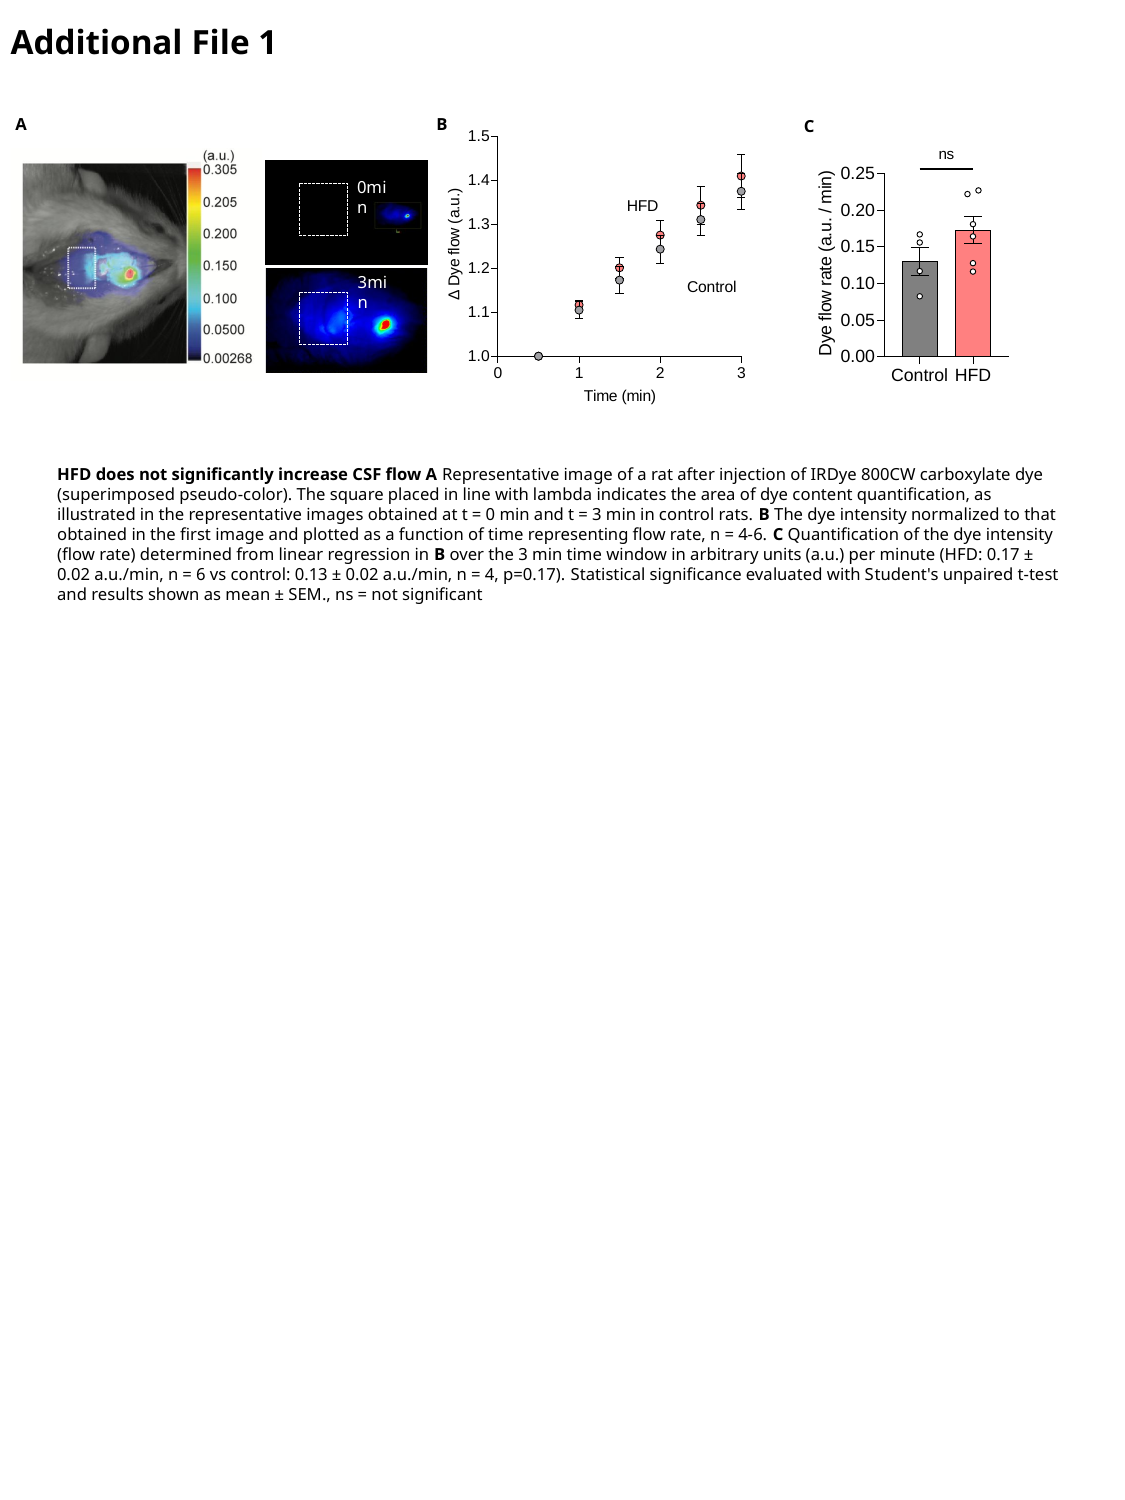

Additional File 1
A
B
C
0min
3min
HFD does not significantly increase CSF flow A Representative image of a rat after injection of IRDye 800CW carboxylate dye (superimposed pseudo-color). The square placed in line with lambda indicates the area of dye content quantification, as illustrated in the representative images obtained at t = 0 min and t = 3 min in control rats. B The dye intensity normalized to that obtained in the first image and plotted as a function of time representing flow rate, n = 4-6. C Quantification of the dye intensity (flow rate) determined from linear regression in B over the 3 min time window in arbitrary units (a.u.) per minute (HFD: 0.17 ± 0.02 a.u./min, n = 6 vs control: 0.13 ± 0.02 a.u./min, n = 4, p=0.17). Statistical significance evaluated with Student's unpaired t-test and results shown as mean ± SEM., ns = not significant

# Supplementary material for: Modelling idiopathic intracranial hypertension in rats: contributions of high fat diet and testosterone to intracranial pressure and cerebrospinal fluid production
**Source:** Fluids Barriers CNS. 2023 Jun 16;20:44. doi: 10.1186/s12987-023-00436-1
**Supplement:** Supplementary file 4 — Additional file 4: Mass spectrometry analysis of CSF and blood hormones.

## Slide 1
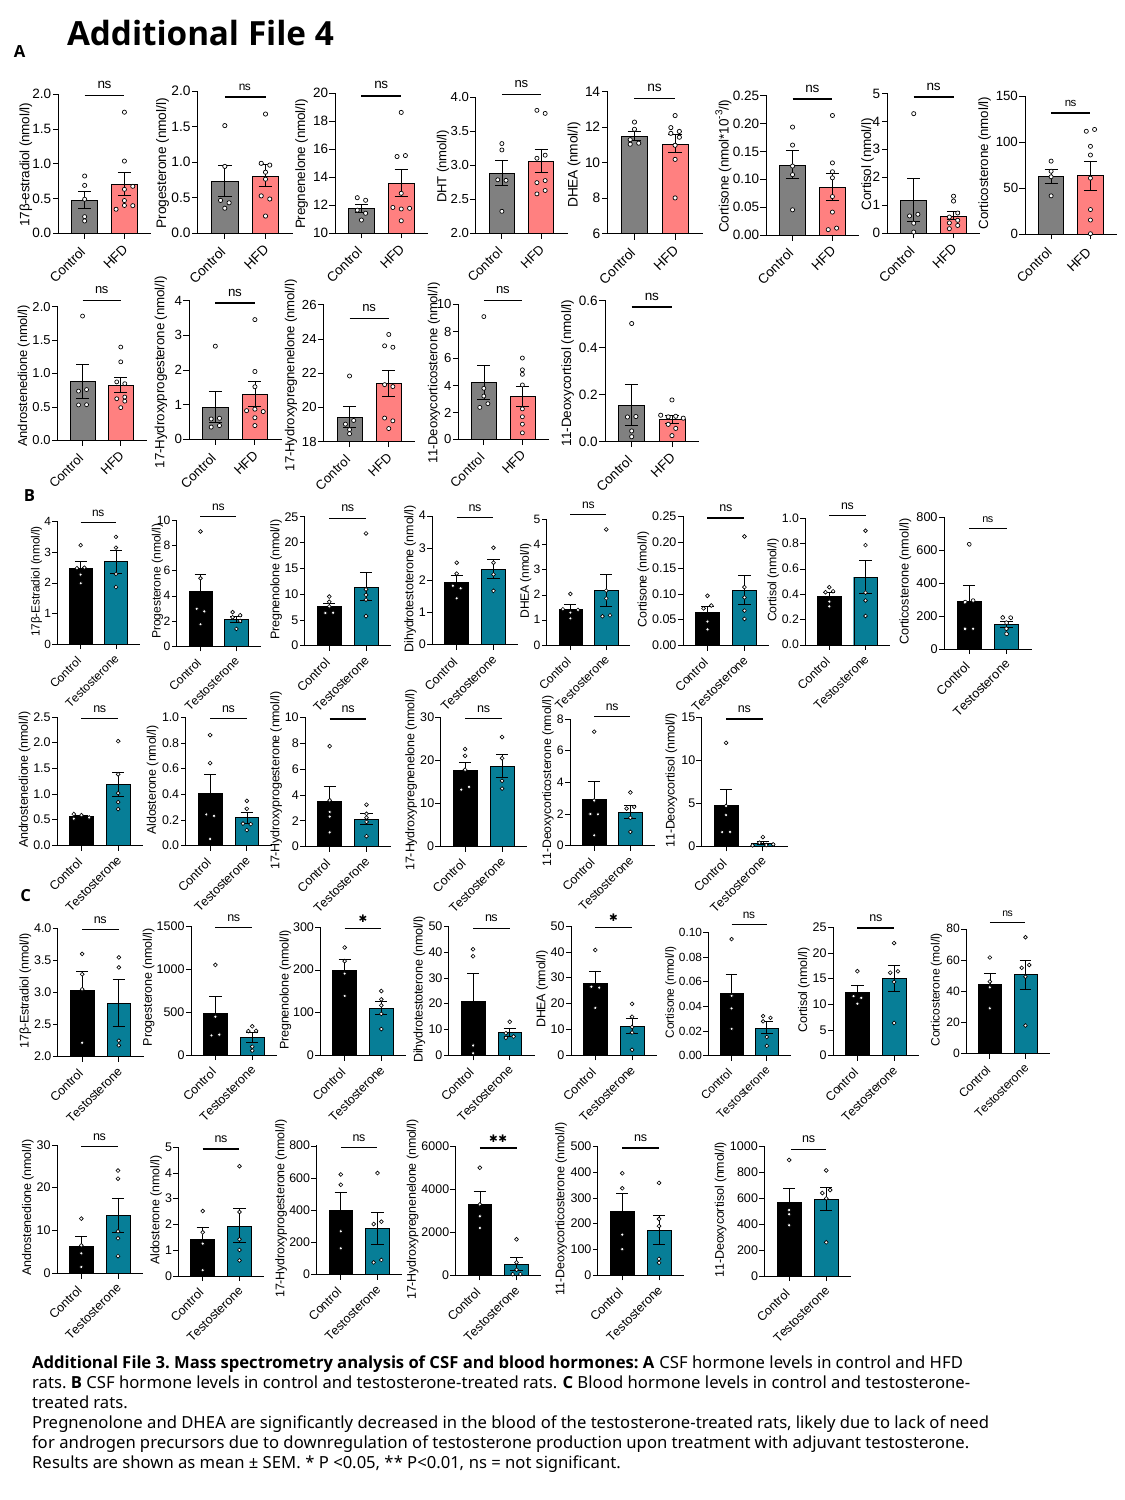

Additional File 4
A
B
C
Additional File 3. Mass spectrometry analysis of CSF and blood hormones: A CSF hormone levels in control and HFD rats. B CSF hormone levels in control and testosterone-treated rats. C Blood hormone levels in control and testosterone-treated rats.
Pregnenolone and DHEA are significantly decreased in the blood of the testosterone-treated rats, likely due to lack of need for androgen precursors due to downregulation of testosterone production upon treatment with adjuvant testosterone. Results are shown as mean ± SEM. * P <0.05, ** P<0.01, ns = not significant.

# Supplementary material for: Modelling idiopathic intracranial hypertension in rats: contributions of high fat diet and testosterone to intracranial pressure and cerebrospinal fluid production
**Source:** Fluids Barriers CNS. 2023 Jun 16;20:44. doi: 10.1186/s12987-023-00436-1
**Supplement:** Supplementary file 5 — Additional file 5: Testosterone treatment does not affect CSF flow or choroid plexus transport rate.

## Slide 1
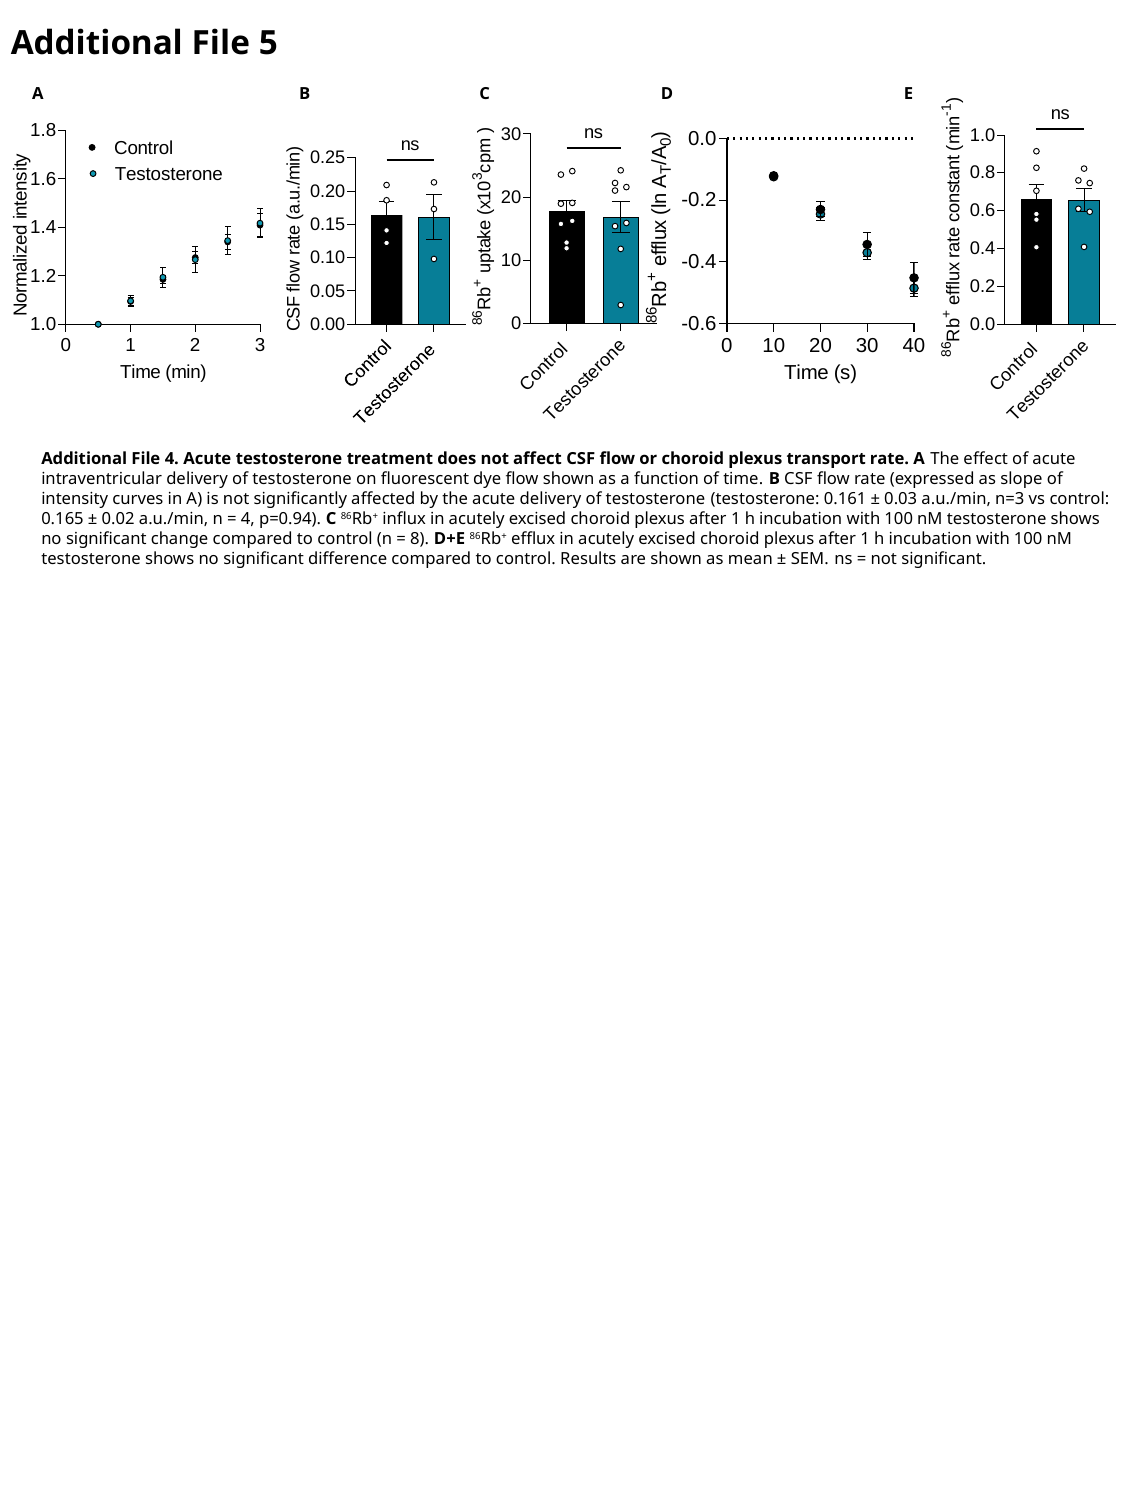

Additional File 5
C
D
E
A
B
Additional File 4. Acute testosterone treatment does not affect CSF flow or choroid plexus transport rate. A The effect of acute intraventricular delivery of testosterone on fluorescent dye flow shown as a function of time. B CSF flow rate (expressed as slope of intensity curves in A) is not significantly affected by the acute delivery of testosterone (testosterone: 0.161 ± 0.03 a.u./min, n=3 vs control: 0.165 ± 0.02 a.u./min, n = 4, p=0.94). C 86Rb+ influx in acutely excised choroid plexus after 1 h incubation with 100 nM testosterone shows no significant change compared to control (n = 8). D+E 86Rb+ efflux in acutely excised choroid plexus after 1 h incubation with 100 nM testosterone shows no significant difference compared to control. Results are shown as mean ± SEM. ns = not significant.

How the deposited data were processed for this re-analysis (not part of the article)

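RNA sequencing of the choroid plexus covered 10 rats, 5 on the control diet and 5 on the HFD, with 1 library per rat and no pooling. The authors aligned the reads to Rnor_6.0 with STAR and quantified them with RSEM, and the deposited values are TPM and FPKM per gene, rounded to 2 decimals. The authors' FPKM are a constant multiple of their TPM within a rat, so that only TPM were tested, and FPKM gave the mean effective transcript length of each rat (789 in control rat 1 and 874 to 967 in the others). The authors' own test used DESeq2 on raw counts, which were not used here.

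The design written before the data were examined assumed raw counts and a count model with a composition normalization. Since the values are TPM, limma on log2(TPM + 0.1) took its place. The scaling by median ratios, the pseudocount and the minimum mean TPM of 1 were set after the values had been opened, and after fold changes from TPM as deposited had been seen beside those of Table S3. TPM as deposited is therefore reported beside the rescaled values, and every fit that was tried is given in the closing section. The fit used lmFit and eBayes with a mean-variance trend in limma 3.58.1 under R 4.3.3, with the diet as its only term and Benjamini-Hochberg adjustment over 12198 genes. Other steps used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

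Exact two-sided permutation tests of single genes compared mean log2 values over the 252 assignments of 10 rats to 2 groups of 5, with a smallest p of 0.0079. Correlations across rats used values centred within each diet and 100000 permutations within the diets. The limma step was tested on simulated data made from the rats' residuals, drawn separately for each gene. Deviations that a rat shares over many genes were thus not kept, and the rates below need not hold for the real data. With 191 genes changed by 2 on the log2 scale, 96.9% were recovered, and 4.5% of the unchanged genes had a p under 0.05. There were 2 false calls beside 7 recovered genes at a change of 0.3, 7 beside 151 at 1 and 11 beside 185 at 2. With the residuals of control rat 1 left out of the draw, there were 6 beside 23, 18 beside 175 and 12 beside 189. The control mean behind the other residuals still included that rat. The share of false calls was therefore largest at a change of 0.3. Steps of single reads in low FPKM values were searched to learn the depth, but different versions of the search disagreed by a factor of 2 or more, so that no depth or count-based precision is given.

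Gene names came from Table S3 and from a shortened copy of Table S2, which together named 2015 identifiers. Because that copy is the top of a sorted table, gene lists are described by counts and medians, and the planned test of each list against the other genes was not run. Each rat's mean log2 value over a list was compared between the diets by the exact permutation test, with Benjamini-Hochberg adjustment over 13 lists. The planned trend with gene length and the GC content check were not analysed here, since no annotation of this build was used. Genes named in the text were fixed beforehand as the ATP synthase genes, the genes of Fig. 3E, FAT1, DUSP6, METRN, AKAP12, SLC12A2, ATP1B1 and STK39, and the 3 genes with the smallest p. Some other genes of the rule are not reported here. The last were METRN, TMEM107 and ENSRNOG00000008676. Lists of respiratory, ribosomal, CSF secretion, inflammation, ERK response and cell type genes were also written beforehand. Near-identical gene copies can share reads in RSEM, and 7 symbols held by more than 1 identifier were left out of the lists.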

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

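All tests of explanations in this part were chosen after the values of control rat 1 had been seen. In groups of 5 rats, a rat was singled out when its gap to the nearest rat exceeded 0.71 of the range of the group (Dixon's ratio). Among 80 groups of values 16 passed, where chance gives about 4, and control rat 1 was the rat in 12 of them.

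Control rat 1 was singled out for its mean effective transcript length of 789, against 905 to 918 in the other control rats (ratio 0.9), its scaling factor of 0.747 against 1.01 to 1.05 (ratio 0.884), its 1842 genes over 2-fold from the median of the other rats against 171 to 221 (ratio 0.97), its position on the first principal component, 0.941 against -0.125 to -0.0706 (ratio 0.949), and the share of TPM taken by TTR, 39.7% against 32.2% to 34.2% (ratio 0.741). The TTR share set it apart from the other control rats only, since HFD rat 3 had 38.2% and HFD rat 2 had 36.0%. Control rat 1 was high for ATP5MC1 (ratio 0.899), ATP5PF (ratio 0.753) and NDUFA6 (ratio 0.941). It was also high in the mean log2 value of the genes encoded by mitochondrial DNA, 13.0 against 11.8 to 12.0 (ratio 0.798), of the cytosolic ribosomal protein genes (ratio 0.809) and of the endothelial marker PLVAP (ratio 0.751), and low for the mural marker RGS5, 5.42 against 6.73 to 6.79 (ratio 0.959).

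Lower depth is argued against by abundant genes. Of the genes with a median TPM of at least 10 in the other rats, 610 lay over 2-fold away in control rat 1, against 15 to 42 in each of the others, and its 16137 genes above 0 lie within the range of the others, 16078 to 16703. A single scaling factor is argued against by the 1842 deviating genes, which were counted after rescaling. A lower share of epithelial cells would raise the markers of all other cell types alike. Of 7 stromal, endothelial, mural and macrophage markers, 3 were lower by more than 1 SD of the other control rats and 1 was higher, and 7 of 10 epithelial markers were lower and 3 higher. The 4 blood genes were all higher, 2 of them by more than 1 SD. Since the markers move apart, such a lower share alone is argued against, while more blood in this rat's tissue stays open. A loss of long transcripts stays open. Across 45 genes of Table S3, which are not independent replicates, Spearman's rho between the deviation of control rat 1 and the reads per TPM, a stand-in for transcript length, was -0.033 (permutation p = 0.83). These genes were picked for another pattern and no transcript lengths of this build were used. RNA quality, a variant of the animal and a biological difference of this rat were not tested.

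The other 4 ratios past the limit, about as many as chance gives, were HFD rat 4 for NDUFB6 (267 against 305 to 317, ratio 0.754), control rat 4 for UQCRB (433 against 395 to 402, ratio 0.824), HFD rat 1 for the mean log2 value of the CSF secretion genes (8.39 against 8.50 to 8.52, ratio 0.821) and HFD rat 5 for that of the macrophage markers (7.80 against 8.16 to 8.25, ratio 0.795). No explanation was tested for these.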

How the results depend on the processing

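The number of differentially expressed genes was 0 in the main setting, in every fit that left out 1 rat, and with upper-quartile rescaling, robust variance, the replicate block, no mean-variance trend, pseudocounts of 1 and 0.01, other minimum TPM, TPM as deposited, the mean effective length covariate with control 1 left out, and the replicate block and the covariate together. It was 1 without a filter on low genes, 3 with array weights, 1 with array weights on TPM as deposited and 2 with the mean effective length as a covariate. With array weights the 3 genes were METRN, FLNA and ENSRNOG00000052365, the first 2 of them in Table S3. ENSRNOG00000052365 was also called with array weights on TPM as deposited and, with ENSRNOG00000007159, with the covariate. These genes were named after their values were seen. The cause was not tested. Apart from upper-quartile rescaling, robust variance, no filter, the replicate block and leaving out rats, all alternatives were chosen after seeing the data.

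The number of genes with an unadjusted p under 0.05, 1048, fell to 624 with TPM as deposited and to 619 with a mean TPM of at least 10, which tests fewer genes. It rose to 1874 with array weights and to 1620 with array weights on TPM as deposited. Leaving out 1 rat gave 793 to 1441 genes, the highest without control rat 1. The share of higher genes among them, 43.8%, was 75.3% with TPM as deposited, 73.9% with array weights on TPM as deposited and 20.7% with a mean TPM of at least 10.

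Of the 46 genes of Table S3, 42 had an unadjusted p under 0.05 in the paper's direction, against 20 with TPM as deposited, the lowest number of all settings. With array weights it was 42, against 38 with array weights on TPM as deposited. The replicate block and the covariate together gave 33, a mean TPM of at least 10 gave 33 of the 36 genes left, and no mean-variance trend 40. Leaving out 1 rat gave 38 to 42. Of the ATP synthase genes, 3 had an unadjusted p under 0.05, against 1 with TPM as deposited and 2 with upper-quartile rescaling, the replicate block, no mean-variance trend, the covariate, the block and the covariate together, and in 6 of the fits that left out 1 rat (without control rat 3 or 4 or HFD rat 1, 3, 4 or 5). In the other alternatives, array weights on TPM as deposited included, it was 3. Of the CSF secretion genes, 3 did, against 5 with array weights, 6 with the mean effective length covariate with control 1 left out, and 0 to 4 across the fits that left out 1 rat, with 0 without HFD rat 1 and 1 without control rat 3, control rat 5 or HFD rat 2. The median log2 fold change of 73 nuclear respiratory genes, -0.23, stayed below 0 in each of the 25 alternatives and was -0.12 with TPM as deposited and -0.16 without control rat 1. Expressed genes, 18814 with a TPM above 0 in any rat, were 12221 with a mean TPM of at least 1 and 10669 with at least 1 in every rat.

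Both diets share replicate numbers 1 to 5. Same-numbered rats deviated from their group means with correlations of 0.116, -0.038, 0.011, 0.06 and 0.106, so the numbers were not treated as pairs. With the replicate number as a block, 0 genes had an adjusted p under 0.05, 1141 an unadjusted p under 0.05, and 39 genes of Table S3 did.

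None of the 20 named genes had an adjusted p under 0.05, so that only their unadjusted p and direction are compared, apart from METRN, which passed with array weights. An unadjusted p under 0.05 was found for 16, against 7 with TPM as deposited and 14 to 16 in the other alternatives. The sign changed for 2 of the 20 genes, both without a difference between the diets. ATP1B1 had 0.095 with TPM as deposited and -0.063 to 0.022 when 1 rat was left out. STK39 had 0.044 with TPM as deposited and 0.001 with array weights on it.

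The alternatives that need raw counts, single strands, gene lengths or GC content were not run, nor were the tests of the lists against other genes.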

Differences from the paper's values

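The paper gives 46 differentially expressed genes, 13 higher and 33 lower, which is 0.2% of its expressed genes. Here the numbers were 0, 0 and 0, and the share 0%, from limma on rescaled TPM. None of the alternatives set before the data were examined closed these gaps: without a filter on low genes 1 gene was called, ENSRNOG00000045684, which is outside Table S3. Of the alternatives chosen after seeing the values, array weights called METRN and FLNA of Table S3, and no setting reached 46. The paper's test used raw counts, and the present one TPM.

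Of 46 log2 fold changes in Table S3, 42 differed from those found in the main setting by less than the standard error. Both sets come from the same rats, so this standard error between rats is a yardstick and not a test of agreement. A gene with a wide standard error passes easily, as UQCR10 did with -0.411 against the paper's -0.31 and a standard error of 0.4. Leaving out a rat also opened gaps. Without control rat 1, the genes that newly differed by more than the standard error included AHNAK, FLNA, EIF2B2, CISD1, BOLA3, GLRX5 and UNC119. LAMC1 had 0.21 against the paper's 0.5, and of the alternatives set before the data were examined, it was within the standard error without control rat 1 (0.37), HFD rat 1 (0.29) or HFD rat 4 (0.29), and in none of the others. AABR07015507.1 had 0.12 against the paper's -0.19, with no alternative set before the data were examined closing the gap. With array weights on TPM as deposited, chosen after seeing the values, all 46 genes had the paper's sign. MRPL15 had -0.16 against the paper's -0.27, and none of the alternatives set before the data were examined closed the gap. UQCRB had -0.23 against the paper's -0.31, and of the 14 alternatives set before the data were examined, it moved nearer and within the standard error without HFD rat 2 (-0.28). Without control rat 2, 3 or 5 or HFD rat 3 it was within the standard error, but at -0.24 to -0.23 the value hardly moved and the standard error was larger, 0.083 to 0.084 against 0.075. In the other 9 it was not within the standard error.

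The legend of Table S2 names its error as the SEM, while the column heading within the table names it as the SD. In the copy used here it equalled the SD of the 5 rats in all 1995 entries compared on the control diet and all 1996 on the HFD.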

Other observations

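Apart from the counts over other splits of the rats and the planned tests of the lists' means, the tests in this part were chosen after related values had been seen. The number of genes with an unadjusted p under 0.05 was as large as between the diets, 1048, in 1 of 100 drawn splits of the 10 rats, the real one included. The median over the splits was 357 and the largest number in another split was 1001. For the adjusted p, all 100 splits reach the count of 0 between the diets, which no split can fall below, so that this comparison says nothing. Of these splits 10 gave at least 1 gene with an adjusted p under 0.05, and at most 2. An estimated 78.9% of the genes tested had no difference (propTrueNull in limma). The splits and this estimate used the rescaled TPM only. With TPM as deposited, 624 of 12221 genes (5.1%) had an unadjusted p under 0.05 by limma, so the excess depends on the scaling.

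The 42 genes of Table S3 with an unadjusted p under 0.05 do not rest on control rat 1 alone, since 42 had one without it. A trend with the mean effective transcript length as the whole cause is argued against by the fit with that length as a covariate, which gave 42. With the replicate block as a further term it gave 33, and 30 adjusted over the list alone. The genes given as higher had a median of 208 reads per TPM and those given as lower 17.8, so that the first appear to have longer transcripts. Within the diets, Pearson's r between the mean effective length and the difference of both sets was 0.17 over 10 rats (permutation p = 0.62, adjusted 0.62 over 2 relations), Spearman's rho was -0.042 (permutation p = 0.92), and r was 0.245 without the 2 most extreme rats. With genes chosen for the pattern and 10 rats, this leaves a length trend open as a contributor.

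Among 73 nuclear respiratory genes that could be named, 70 were lower in HFD-fed rats and 39 had an unadjusted p under 0.05, all lower, with 0 past the adjusted threshold and 18 adjusted over the list alone. With TPM as deposited 63 were lower. The mean of the list went from 8.70 ± 0.131 to 8.50 ± 0.081 (log2, SD, n = 5 each; exact permutation p = 0.0159, adjusted 0.103 over 13 lists), with TPM as deposited the exact permutation p was 0.0873, and without control rat 1 it was 0.0317 (adjusted 0.206). With 5 rats against 5, a list that moved alone cannot reach an adjusted p below 0.103 over 13 lists. Where several lists have a small p the adjusted p can be lower, and this list's exact p was above the smallest possible, 0.0079. The list therefore did not pass the adjusted threshold, and its p depends on the scaling. Some other abundant genes also fell with the rescaled TPM. The median log2 fold change was -0.17 (-0.165) for 63 cytosolic ribosomal protein genes, -0.09 without control rat 1, -0.18 for 40 mitochondrial ribosomal protein genes, and -0.08 for all 2015 named genes. These medians also depend on the scaling, and with TPM as deposited they were -0.06 for the cytosolic and -0.08 (-0.075) for the mitochondrial ribosomal protein genes and 0.02 for all named genes. The list means had an exact permutation p of 0.0159 (adjusted 0.103) for the mitochondrial and 0.0635 (adjusted 0.206) for the cytosolic ribosomal list. Without control rat 1 these unadjusted values were 0.0317 and 0.127, and with TPM as deposited 0.246 and 0.317. Not all abundant genes fell. The 19 CSF secretion genes, with a control mean of 8.505 on the log2 scale, had a median log2 fold change of -0.008. The 10 epithelial markers, with a control mean of 9.946, had 0.08. With TPM as deposited these medians were 0.095 and 0.18. The respiratory list fell further than the cytosolic ribosomal list by -0.056 (log2), with an SD between rats of 0.053. A fall shared with the cytosolic ribosomal protein genes therefore cannot be told apart with 5 rats per diet. The bound of 2 SD for this comparison was set after its value was seen. For 13 genes encoded by mitochondrial DNA the median was -0.076, but 0.15 without control rat 1 and 0.03 with TPM as deposited, so that its direction rests on that rat and on the scaling, and lower mitochondrial content stays open.

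As a hypothesis, the level of ESRRA, a gene of Table S3, may set that of the Fig. 3E genes. This was not borne out. Within the diets, r was -0.441 over 10 rats (permutation p = 0.22, adjusted 0.44 over 2 relations), Spearman's rho -0.648 (permutation p = 0.061), and r -0.583 without the 2 most extreme rats, opposite to the direction the hypothesis needs.

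The remaining lists had few members that could be named. The median log2 fold change was 0.08 for 10 epithelial, 0.13 for 3 stromal and 0.1 (0.103) for 2 macrophage markers, -0.25 for 4 blood genes, -0.19 for PLVAP, 0.36 for RGS5, 0.13 (0.125) for the inflammation gene NFKBIA and -0.75 for DUSP6, the named ERK response gene, and 0 brain markers could be named. Without control rat 1 these medians were 0.06 for the epithelial, 0.17 (0.171) for the stromal, 0.036 for the macrophage and -0.145 for the blood genes, -0.046 for PLVAP, 0.094 for RGS5, 0.052 for NFKBIA and -0.72 for DUSP6. With TPM as deposited they were 0.18, 0.23 (0.232), 0.21 (0.207), -0.15 (-0.148), -0.09, 0.47, 0.23 (0.229) and -0.64 for the epithelial, stromal, macrophage and blood genes, PLVAP, RGS5, NFKBIA and DUSP6. Apart from DUSP6 and the epithelial markers KL and HTR2C, both higher in HFD-fed rats and named after their values were seen, none of these genes had an unadjusted p under 0.05. For the means of these lists and of the CSF secretion list, the smallest adjusted exact permutation p was 0.103, that of DUSP6. The unadjusted exact permutation p of DUSP6 was 0.0238. TMEM107 (ENSRNOG00000006519), outside Table S3, had the second smallest p and fell from 49.5 ± 2.36 to 38.8 ± 2.10 (SD, n = 5 each; exact permutation p = 0.00794). Its unadjusted p by limma was 0.000144 with the rescaled TPM and 0.0716 with TPM as deposited. ENSRNOG00000008676, which the tables used here do not name, rose from 21.1 ± 3.12 to 31.1 ± 2.27 (SD, n = 5 each; exact permutation p = 0.00794).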
